# Transcription factor MITF and remodeller BRG1 define chromatin organisation at regulatory elements in melanoma cells

**DOI:** 10.7554/eLife.06857

**Published:** 2015-03-24

**Authors:** Patrick Laurette, Thomas Strub, Dana Koludrovic, Céline Keime, Stéphanie Le Gras, Hannah Seberg, Eric Van Otterloo, Hana Imrichova, Robert Siddaway, Stein Aerts, Robert A Cornell, Gabrielle Mengus, Irwin Davidson

**Keywords:** chromatin remodelling, SOX10, CHD7, YY1, TFAP2A, enhancer, human, mouse

## Abstract

Microphthalmia-associated transcription factor (MITF) is the master regulator of the melanocyte lineage. To understand how MITF regulates transcription, we used tandem affinity purification and mass spectrometry to define a comprehensive MITF interactome identifying novel cofactors involved in transcription, DNA replication and repair, and chromatin organisation. We show that MITF interacts with a PBAF chromatin remodelling complex comprising BRG1 and CHD7. BRG1 is essential for melanoma cell proliferation in vitro and for normal melanocyte development in vivo. MITF and SOX10 actively recruit BRG1 to a set of MITF-associated regulatory elements (MAREs) at active enhancers. Combinations of MITF, SOX10, TFAP2A, and YY1 bind between two BRG1-occupied nucleosomes thus defining both a signature of transcription factors essential for the melanocyte lineage and a specific chromatin organisation of the regulatory elements they occupy. BRG1 also regulates the dynamics of MITF genomic occupancy. MITF-BRG1 interplay thus plays an essential role in transcription regulation in melanoma.

**DOI:** http://dx.doi.org/10.7554/eLife.06857.001

## eLife digest

Melanocytes are pigment-producing cells found primarily in the skin. Many of the genes that help these cells to develop are also thought to affect the development of melanomas: an aggressive form of skin cancer that originates in these cells. One such gene encodes a protein called MITF. This protein binds to DNA and regulates genes that control the development, survival, and spread of melanocytes; it is also linked to the invasive properties of melanomas.

The MITF protein works together with partner proteins to control numerous genes, activating some while inhibiting others, by binding to nearby stretches of DNA that act as regulatory elements. Its interactions are therefore widespread and complex. Now, Laurette, Strub et al. have used techniques called tandem affinity purification and mass spectrometry to identify the proteins that interact with MITF. This investigation found many new protein partners for MITF, including proteins involved in DNA damage, repair, and replication. MITF also associates with two proteins—one of which is called BRG1—that are involved in modifying how tightly DNA is packaged inside cells. DNA wrapped around proteins is known as chromatin, and if chromatin is tightly packed, the genes in that stretch of DNA cannot be easily accessed or activated.

Removing BRG1 from melanocytes and melanoma cells caused the cells to die or stop growing. When BRG1 was removed from developing mouse embryos, melanocytes failed to form. Further investigation revealed that MITF, together with another protein, localize BRG1 to sites in the melanocyte's DNA to open up the chromatin and regulate nearby genes. Furthermore, Laurette, Strub et al. report that BRG1 binds to many such elements in a characteristic manner, in which two BRG1 proteins flank the stretch of DNA bound by MITF and several other key DNA-binding proteins that together regulate many aspects of melanocyte and melanoma cell physiology.

Laurette, Strub et al. have therefore revealed many details about the molecules that activate genes in melanomas and melanocyte cells, as well as the interactions between these molecules. The results could also help researchers to understand how the BRG1 protein organises chromatin packing in other cell types.

**DOI:** http://dx.doi.org/10.7554/eLife.06857.002

## Introduction

Microphthalmia-associated transcription factor (MITF), a basic helix-loop-helix leucine zipper (bHLH-Zip) factor, regulates specification, survival, and proliferation of normal melanocytes, and controls proliferation, migration and invasion of melanoma cells (Goding, 2000; Widlund and Fisher, 2003; Steingrimsson et al., 2004). The level of functional MITF expression determines many of the proliferation and invasion properties of melanoma cells (Hoek and Goding, 2010) and siRNA-mediated MITF silencing induces senescence in several melanoma lines (Strub et al., 2011).

We previously reported a genome wide analysis of MITF target genes in 501Mel melanoma cells (Strub et al., 2011). Chromatin immunoprecipitation coupled to deep sequencing (ChIP-seq) identified MITF binding sites and integration with RNA-seq following siRNA-mediated MITF knockdown showed that MITF directly and positively regulates genes involved in DNA replication and repair and mitosis. In contrast, MITF represses genes involved in melanoma invasion.

To better understand the molecular function of MITF, we used tandem affinity purification to isolate MITF from 501Mel melanoma cells and mass spectrometry to identify its interacting partners. We report here the first comprehensive characterisation of the MITF interactome and we show that MITF interacts physically and functionally with a novel form of the PBAF chromatin-remodelling complex specific for neural crest derived cells comprising both BRG1 and CHD7. We also show that MITF and SOX10 recruit BRG1/PBAF to the nucleosomes flanking critical enhancer elements in the melanocyte lineage.

## Results

### MITF associates with multiple complexes involved in transcription, DNA replication and repair

Using 501Mel melanoma cell lines stably expressing an N-terminal FLAG-HA epitope-tagged MITF (F-H-MITF) to levels comparable to that of endogenous MITF (Figure 1A, line J), we performed tandem affinity purification of soluble nuclear-and chromatin-associated fractions (Drané et al., 2010). Mass spectrometry and silver nitrate staining showed numerous proteins in the tandem immunoprecipitation from F-H-MITF cells, while almost no proteins were detected in immunoprecipitations from untagged 501Mel cells (Figure 1B and Supplementary file 1). Two independent purifications and mass spectrometry analyses were performed and only proteins identified specifically in the F-H-MITF precipitations with no peptides in the control precipitations are discussed. In addition, contaminating ribo-nucleoprotein particles, spliceosome components, and chaperone proteins have been excluded from the subsequent analysis.

**Figure 1.**
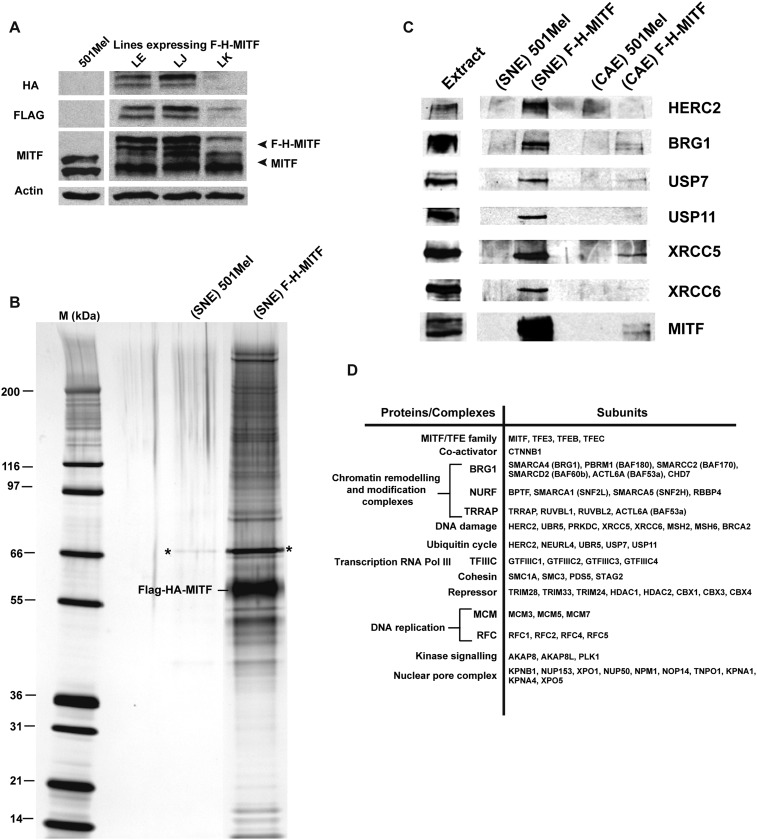
Purification of MITF-associated complexes. (**A**) Western blot of 501Mel cell lines stably expressing Flag-HA-tagged-MITF (F-H-MITF). (**B**) The immunoprecipitated material from the soluble nuclear extract (SNE) was separated by SDS PAGE and stained with silver nitrate. F-H-MITF is indicated along with * that designates a contaminating protein seen in the control immunoprecipitations. Lane M corresponds to a molecular mass marker indicated in kDa. (**C**) Immunoblot detection of HERC2, BRG1, USP7, USP11, XRCC5, and XRCC6 in the MITF-associated complexes. (**D**) Summary of proteins and complexes interacting with MITF. Shown are the proteins found specifically in the immunopurifications of F-H-MITF classified according to their function and organisation into known complexes. **DOI:** http://dx.doi.org/10.7554/eLife.06857.003

Previously described MITF partners such as its heterodimerisation partners TFEB, TFE3 and TFEC (Steingrimsson et al., 2002) and its cofactor β-catenin (CTNNB1) (Schepsky et al., 2006) (Figure 1D and Supplementary file 1) were detected. We also identified novel potential MITF partners. The BPTF, SMARCA1 (SNF2L), SMARCA5 (SNF2H), and RBBP4 components of the NURF chromatin-remodelling complex associated with MITF specifically in the chromatin fraction. Components of the DNA damage response machinery including XRCC5 and XRCC6 (Ku80 and Ku70), DNA-dependent protein kinase (PRKDC), BRCA2 as well as MSH2 and MSH6 were identified along with the HECT domain-containing E3-ligase HERC2, previously implicated in DNA repair (Bekker-Jensen et al., 2010), and UBR5 a second HECT domain-containing E3-ligase with functions in both DNA repair and transcription (Cojocaru et al., 2011; Gudjonsson et al., 2012). NEURL4, a known HERC2-interacting protein (Al-Hakim et al., 2012), was also found along with the de-ubiquitinase enzymes USP7 and USP11 that were preferentially represented in the SNE. In contrast, USP13 shown to regulate MITF stability (Zhao et al., 2011) was not detected in our experiments. Several interactions were verified by immunoblot as HERC2, BRG1, USP7, USP11, XRCC5, and XRCC6 were detected in the F-H-MITF immunoprecipitations from the soluble nuclear fraction, but not in the untagged controls (Figure 1C), with enrichment of USP7 and USP11 in the SNE compared to the CAE and the selective presence of HERC2 in the SNE.

We identified several other complexes interacting with MITF. Four subunits of TFIIIC, a RNA polymerase III cofactor were detected along with the SMCA1, SMC3, STAG2, and PDS5 cohesin subunits. TRIM28 (TIF1β, KAP1), a co-repressor belonging to a sub-family of TRIM proteins comprising TRIM24 (TIF1α) and TRIM33 (TIF1γ) was found as were the HDAC1 and HDAC2 and the HP1 proteins known to associate with TRIM-co-repressor complexes (Herquel et al., 2011). We identified TRRAP, RUVBL1, RUVBL2, and BAF53A. These proteins are already known to form a cofactor for MYC (Park et al., 2001, 2002; Murr et al., 2007). Interestingly, a mutation in TRRAP has recently been associated with human melanoma (Wei et al., 2011) that together with its interaction with MITF suggests a role in melanomagenesis.

In addition to transcription complexes, the RFC1, RFC2, RFC4, and RFC5 subunits of DNA replication factor C associate with MITF along with the MCM3, MCM5, and MCM7 subunits of the MCM complex that forms at DNA-replication origins. AKAP8 and AKAP8L were also identified and AKAP8 has been shown to interact with the MCM complex (Eide et al., 2003), although these protein kinase A anchoring proteins have additional functions (Collas et al., 1999). The kinase PLK1 was found in the chromatin-associated fraction suggesting that it may phosphorylate MITF on chromatin. Finally, we detected multiple subunits of the nuclear pore complex. This may reflect control of MITF sub-cellular localization or a coupling of MITF-driven transcription and RNA-export. Together, these data describe a comprehensive set of MITF-interacting proteins.

### MITF interacts with a BRG1-CHD7-containing PBAF complex

While BRG1 was reported to interact with MITF (de la Serna et al., 2006; Keenen et al., 2010), the composition of the complex had not been determined. We identified BRG1 (SMARCA4) as well as the PBRM1 (BAF180), SMARCC2 (BAF170), SMARCD2 (BAF60B), and ACTL6A (BAF53A) subunits along with CHD7 reported to associate with BRG1 in human neural crest cells (Bajpai et al., 2010) (Figure 1D). The MITF interacting complex most closely resembles the PBAF variant with the presence of PBRM1 (Trotter and Archer, 2008; Reisman et al., 2009). To investigate BRG1 complex composition in 501Mel cells, extracts were precipitated with an anti-BRG1 antibody showing co-precipitation of BRG1 with BAF200, BAF155, BAF53A, BAF180, and BAF170, whereas BAF60B and BAF250B were not co-precipitated (Figure 2A). Peptides for BAF60B were detected in the MITF interactome, but this subunit did not associate with BRG1 in 501Mel cells, while BAF60A co-precipitated with BRG1, suggesting that MITF interacts with BAF60B independently from the BRG1 complex. The MITF-interacting complex also comprises CHD7 as seen by the reciprocal co-precipitation of BRG1 and CHD7 and their co-precipitation with MITF (Figure 2A–B). Together, these observations show that MITF interacts with a novel form of PBAF complex comprising BRG1 and CHD7 (Figure 2C).

**Figure 2.**
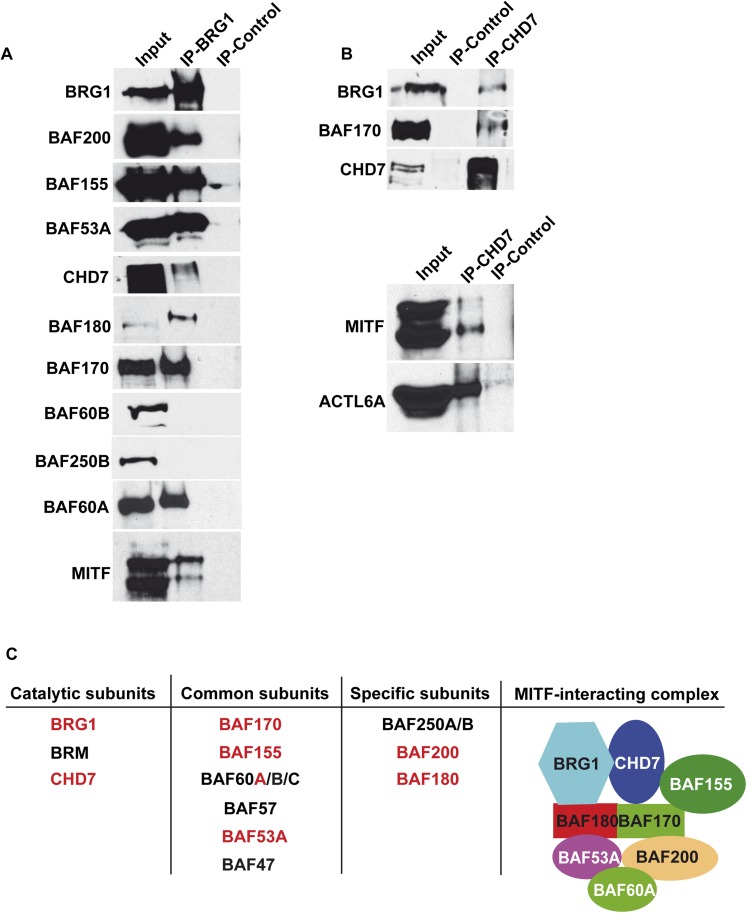
Composition of BRG1 complexes in 501Mel cells. (**A**) BRG1 associates with CHD7 in 501Mel cells. Following immunoprecipitation of 501Mel cell extracts with anti-BRG1 antibody or HA beads as control the eluted fractions were probed with antibodies for the indicated proteins. (**B**) Following immunoprecipitation of 501Mel cell extracts with anti-CHD7 antibody or HA beads as control the eluted fractions were probed with antibodies for the indicated proteins. (**C**) Table summarising the known subunits of BRG1-containing complexes highlighting catalytic subunits with ATPase activity, common subunits and specific subunits. The composition of the complex interacting with MITF based on mass-spectrometry and immunoblots is schematised. **DOI:** http://dx.doi.org/10.7554/eLife.06857.004

### BRG1 regulates an extensive gene expression programme essential for proliferation of melanoma cells in vitro

To address the function of BRG1 in melanoma cells, we performed si/shRNA knockdown. si/shRNA knockdown of BRG1 strongly reduced MITF protein and mRNA levels (Vachtenheim et al., 2010 and Figure 3A–B). The effects of BRG1 silencing on gene expression were therefore very similar to the loss of MITF itself with reduced expression of MITF target genes involved in cell cycle, pigmentation and signalling and activation of several genes of the senescence-associated secretory phenotype (SASP) whose expression is also induced upon MITF-knockdown (Ohanna et al., 2011) (Figure 3B). BRG1 silencing arrested 501Mel proliferation and cells showed a flattened enlarged morphology with multiple cytoplasmic projections, similar to senescent cells upon MITF knockdown (Figure 3C [Strub et al., 2011]). Up to 40% of the BRG1 knockdown cells showed senescence-associated β-galactosidase staining (Figure 3C).

**Figure 3.**
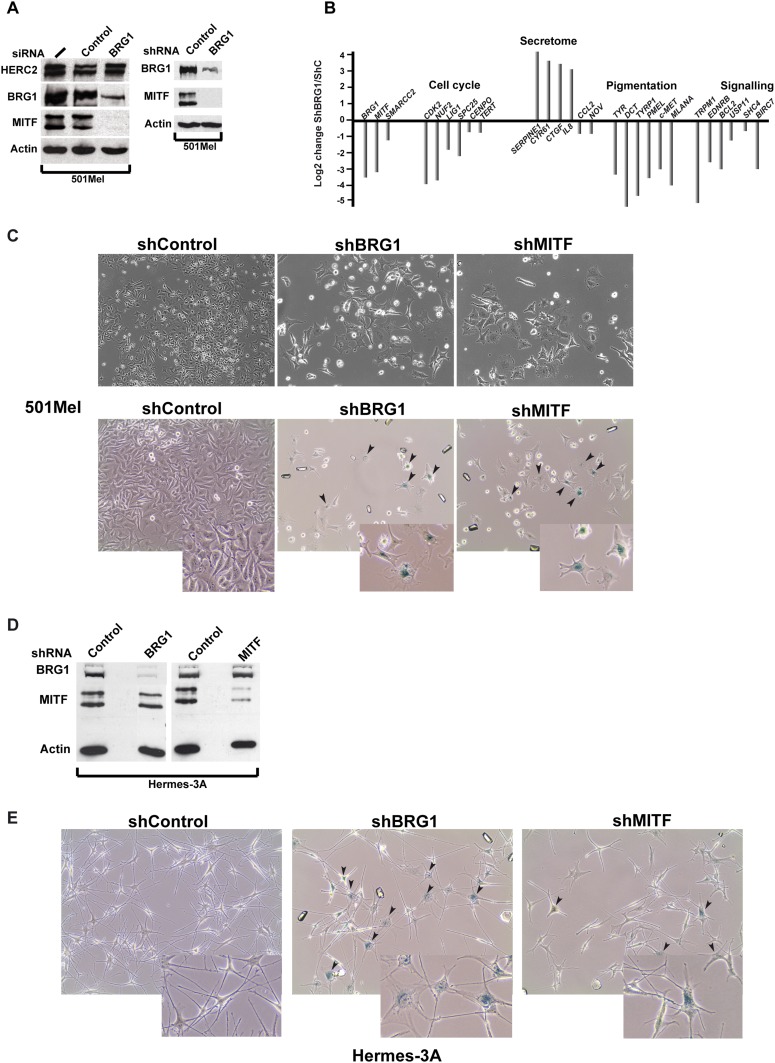
BRG1 is essential in melanoma cells and melanocytes. (**A**) Immunoblots of 501Mel cells transfected with control or anti-BRG1 siRNA or cells infected with lentiviral vectors expressing control or anti-BRG1 shRNA. (**B**) Reverse transcription real time qPCR (RT-qPCR) performed on 501Mel cells infected with lentivirus vectors expressing control (**C**) or anti-BRG1 shRNA. The ratio of expression of the indicated genes is shown. (**C**) Phase contrast microscopy of 501Mel cells infected with the indicated shRNA vectors after 5 days of puromycin selection. Magnification X10. The lower panel shows cells stained for senescence-associated β-galactosidase. Arrowheads indicate representative stained cells. Inserts show enlargements of representative cells. (**D**) Immunoblots of Hermes 3A extracts following infection with lentiviral vectors expressing control, anti-BRG1, or anti-MITF shRNAs. (**E**) Phase contrast microscopy of Hermes 3A cells infected with the indicated shRNA vectors after 5 days of puromycin selection and stained for senescence-associated β-galactosidase. Arrowheads indicate representative stained cells. Inserts show enlargements of representative cells. **DOI:** http://dx.doi.org/10.7554/eLife.06857.005

**Figure 3—figure supplement 1.**
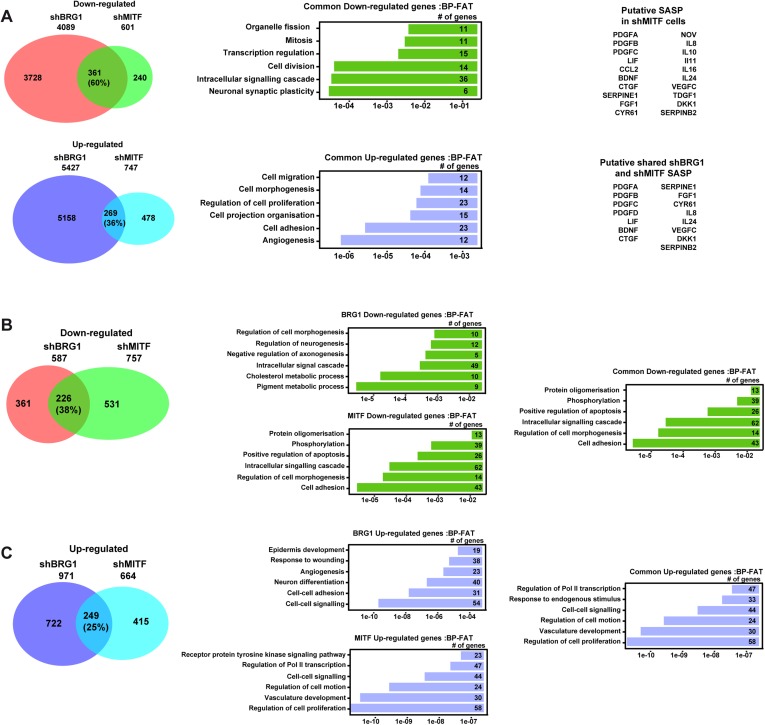
Gene expression changes in 501Mel and Hermes 3A cells. (**A**) A Comparative analysis of RNA-seq data from shBRG1 and shMITF 501Mel cells. Venn diagrams indicate the overlap between genes that are up and down-regulated in the shBRG1 and shMITF cells. The results of ontology analysis of the commonly up- and down-regulated genes are shown graphically and classed by p value and the number of genes in each category is indicated. Lists of secreted growth factors and cytokines forming the SASP in the shBRG1 and shMITF cells are indicated. (**B**–**C**) Comparative analysis of RNA-seq data from shBRG1 and shMITF Hermes 3A cells. Venn diagrams indicate the overlap between genes that are up and down-regulated in the shBRG1 and shMITF cells. The results of ontology analysis of the specifically and commonly up- and down-regulated genes are shown graphically and classed by p value and the number of genes in each category is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.06857.006

**Figure 3—figure supplement 2.**
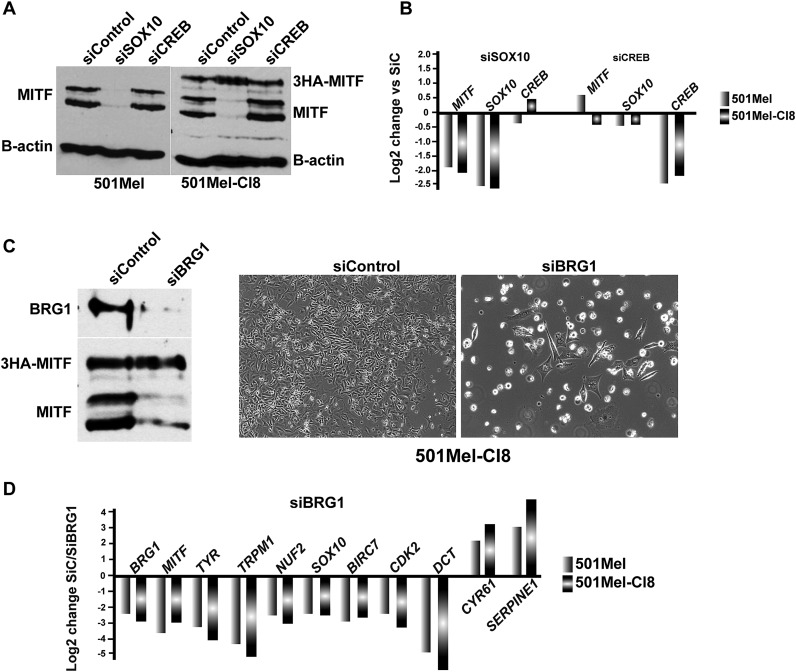
SOX10 regulates MITF expression in 501Mel cells. (**A**) Western blot analysis of MITF expression in the indicated cell types after siRNA transfections. (**B**) RT-qPCR analysis of gene expression in the indicated cell types after siRNA transfections. (**C**) Western blot analysis of BRG1 and MITF expression in 501Mel CL8 cells following siRNA transfections. Phase contrast microscopy of 501Mel Cl8 cells following siRNA transfections. Magnification X10. (**D**) RT-qPCR analysis of gene expression in the indicated cell types after siRNA transfections. **DOI:** http://dx.doi.org/10.7554/eLife.06857.007

RNA-seq following shBRG1 silencing revealed a dramatic effect on gene expression with >4000 genes down-regulated and >5400 genes up-regulated (p.adj <0.05 and log2fold change >1, Figure 3—figure supplement 1A and Supplementary file 2). 

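501Mel cells, a human melanoma line, were infected with lentiviral vectors expressing shBRG1 or a scramble control (shSCR1), with 3 replicates of each. Other 501Mel cells were infected with shMITF or a scramble control labelled shSCR2, with 2 replicates of each. The paper's text does not state whether the vectors of shSCR1 and shSCR2 differ. Total RNA depleted of ribosomal RNA was made into libraries, with an enzymatic step that lowers the share of the most abundant cDNAs. The authors deposited the number of reads counted on each Ensembl gene in each replicate, without normalization. The counts per replicate ranged from 32941771 to 51442426 with shSCR1, from 40199601 to 46672770 with shBRG1, from 31651379 to 78857900 with shSCR2 and from 43966564 to 49067705 with shMITF. Each knockdown was compared with its own scramble control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and edgeR's default filter on genes with low counts. Values per gene are TMM-normalized CPM (counts scaled to one library size), and a gene was called when its adjusted p was under 0.05 and its absolute log2 fold change was over 1.

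The targeted gene SMARCA4, which encodes BRG1 (ENSG00000127616, chromosome 19 from 10960825 to 11079426 in the GENCODE 29 annotation of GRCh38), had 217 ± 9.45 CPM (SD, n = 3) with shSCR1 and 42.3 ± 2.67 CPM (SD, n = 3) with shBRG1, a log2 fold change of -2.36 (standard error 0.054, adjusted p = 3.7e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MITF (ENSG00000187098, chromosome 3 from 69739435 to 69968337) had 672 ± 64.9 CPM with shSCR1 and 229.6 ± 15.6 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of -1.55 (standard error 0.063, adjusted p = 8.0e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every shBRG1 replicate lay below every shSCR1 replicate for both genes, and with each replicate left out in turn the log2 fold change of MITF stayed between -1.65 and -1.51. Of the 20514 genes tested, 3571 were down-regulated and 4453 up-regulated by shBRG1. Fewer than 100 counts per sample on average were behind 27.9% of the down-regulated and 65.7% of the up-regulated genes. The alternative that moved these numbers most was to drop the fold-change threshold, which gave 8022 and 8442 genes. With library sizes in place of TMM, 2398 genes were down-regulated and 6192 up-regulated, so the balance of the directions depends on the normalization. With at least 10 counts required in every replicate, 2567 genes were up-regulated. The replicate numbers in the labels were also taken as pairs: with the replicate number as a block in the fit, 3566 genes were down-regulated and 4448 up-regulated. Deviations from the group means correlated at 0.0233 on average between same-numbered samples and at -0.0095 between samples with different numbers.

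Among genes with at least 100 counts per sample on average in the group where they were higher, the largest falls were those of PTGDS (-8.33), EXOC3L1 (-7.71) and NOX5 (-7.27) on the log2 scale, and the largest rises those of SFTA1P (10.42), MAGEB16 (10.20) and AVPR1A (9.58). These were taken from genes whose knockdown replicates all lay on one side of the control replicates, and the highest adjusted p among the 6 was 1.7e-12. SFTA1P, MAGEB16 and AVPR1A had 0 counts in every shSCR1 replicate, and PTGDS had 1, 0 and 0 counts with shBRG1. The sizes of these changes and their order are therefore not fixed by the counts.

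**Figure D1:**
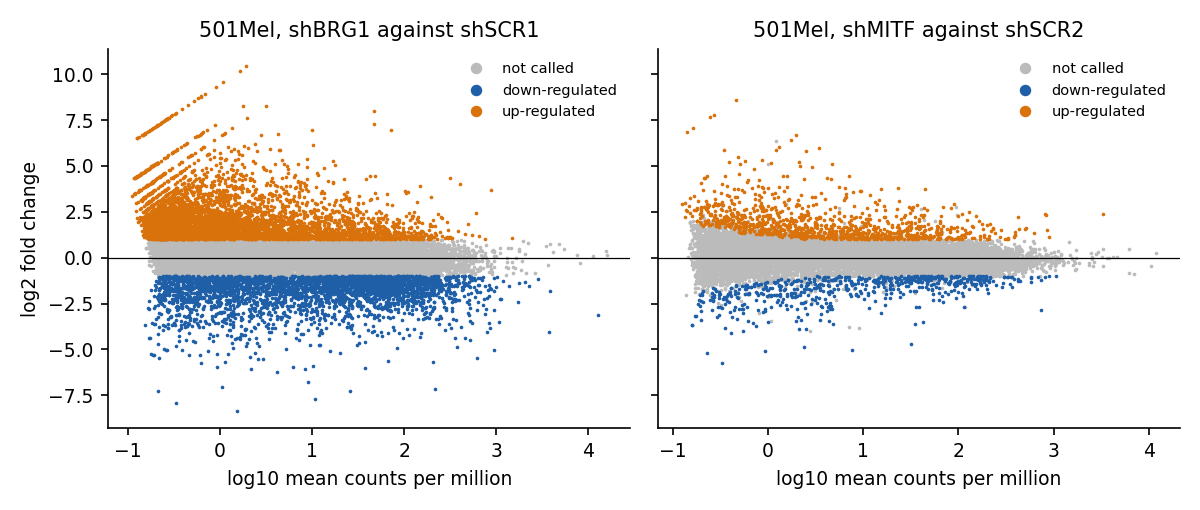
Log2 fold change of each tested gene (vertical axis) against the log10 of its mean CPM (horizontal axis) for shBRG1 against shSCR1 (left) and shMITF against shSCR2 (right) in 501Mel cells. Each point is a gene; blue points are down-regulated and orange points up-regulated, 3571 and 4453 genes on the left and 602 and 990 on the right.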

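In the shMITF comparison of 501Mel cells, the targeted gene MITF had 1095 ± 82.3 CPM (SD, n = 2) with shSCR2 and 525 ± 51.5 CPM (SD, n = 2) with shMITF, a log2 fold change of -1.06 (standard error 0.14, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This fall depends on the scramble group: with both scramble groups pooled as the control it was -0.58 and not past an adjusted p of 0.05. With all groups normalized together, MITF had 575 ± 54.0 CPM with shSCR1 (SD, n = 3), 1117 ± 97.8 CPM with shSCR2 and 520.2 ± 37.1 CPM with shMITF (SD, n = 2 each). SMARCA4 changed by -0.13 on the log2 scale (standard error 0.12, adjusted p = 0.468 from the same test). Of 17701 genes tested, 602 were down-regulated and 990 up-regulated by shMITF. With all 10 501Mel samples in one fit these numbers were 922 and 1596. They fell to 82 and 141 when the test itself was set against an absolute log2 fold change of 1 (edgeR's glmTreat). With the shSCR1 and shSCR2 samples pooled as the control they were 248 and 327. Taking the labels' replicate numbers as pairs, the fit with the replicate number as a block gave 730 and 1127 genes. With 2 samples per group, deviations from the group means cannot show whether same-numbered samples belong together. By the same rule as for shBRG1, the largest falls included those of TGFB2 (-4.87) and PRDM7 (-4.70) on the log2 scale, and the largest rises those of PTF1A (6.67), AJAP1 (6.44) and PDGFB (6.06), with adjusted p of at most 0.0098. With pooled scramble controls the rise of PDGFB was 2.47 and not past an adjusted p of 0.05. Without shSCR2 replicate 2 the rises of PTF1A and PDGFB were 10.39 and 9.77. Both genes had 0 counts in shSCR2 replicate 1, so the sizes of these rises rest on few counts.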

ShMITF knockdown resulted in cell cycle arrest and morphological changes associated with senescence (Figure 3C) accompanied by the down-regulation of around 600 genes and up-regulation of 747 genes. 60% of genes down-regulated by shMITF showed similar loss of expression upon shBRG1 consistent with the fact that MITF was strongly repressed in the shBRG1 cells (Figure 3—figure supplement 1A and Supplementary file 2).

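Of the 602 genes down-regulated by shMITF in 501Mel cells, 344 (57.1%, or 59.0% of the 583 tested in both comparisons) were also down-regulated by shBRG1, against 17.7% of the other genes tested in both comparisons (odds ratio 6.71, p = 7.4e-105, two-sided Fisher's exact test across genes, which are not independent replicates). Without any threshold on the shBRG1 side, 498 of them (82.7%) had a negative log2 fold change with shBRG1, and 15 were up-regulated by it. Each knockdown had its own scramble samples in this comparison. The share lay between 56.5% and 60.5% with each shBRG1 or shSCR1 replicate left out in turn. Across the 16922 genes tested with both knockdowns, the log2 fold changes correlated with a Spearman's rho of 0.312 and a Pearson's r of 0.371. In the shBRG1 cells the log2 fold change of MITF was -1.55, and in the shMITF cells it was -1.06. The paper relates the shared loss of expression to this strong repression of MITF in the shBRG1 cells.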

Commonly down-regulated genes were enriched in ontology terms associated with signalling, cell cycle, and mitosis (Figure 3—figure supplement 1A). 

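A set of 22 cell division genes can be named from the paper's own ontology analysis of genes down-regulated by shMITF in 501Mel cells, so that its fall with shMITF (21 of 22 called down-regulated) follows from how it was chosen. The same genes were not chosen on shBRG1 data. With shBRG1, 14 of the 22 were down-regulated, against 17.4% of the other genes tested (odds ratio 8.33, p = 1.8e-06, two-sided Fisher's exact test), and 20 had a negative log2 fold change. Their median log2 fold change was -1.39, below the medians of all 10000 random lists of the same size matched on mean expression, and it stayed between -1.63 and -1.04 under the alternatives to the processing. Of the cell cycle genes in Figure 3B, CDK2 changed by -2.84 (adjusted p = 2.5e-22) and LIG1 by -1.48 (adjusted p = 1.1e-16) on the log2 scale with shBRG1. CENPO changed by 0.022 (adjusted p = 0.716). It was past an adjusted p of 0.05 with library sizes in place of TMM (0.37) and with at least 10 counts in every sample (0.15), and its sign changed under other alternatives.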

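Of the 990 genes up-regulated by shMITF in 501Mel cells, 372 (37.6%, or 39.0% of the 953 tested in both comparisons) were also up-regulated by shBRG1, against 13.7% of the other genes tested in both comparisons (odds ratio 4.03, p = 1.7e-77, two-sided Fisher's exact test across genes). Another 118 of them were down-regulated by shBRG1. An angiogenesis set of 15 genes was taken from the paper's ontology analysis of BRG1-bound genes that rose with shBRG1, and its rise with shBRG1 therefore follows from how it was chosen. With shMITF, on whose data it was not chosen, 6 of the 14 genes tested were up-regulated, against 5.56% of the other genes (odds ratio 12.7, p = 6.1e-05, two-sided Fisher's exact test). Their median log2 fold change was 1.08, from -1.14 to 2.91 by gene, and 11 of the 14 rose.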

Common up-regulated genes were enriched in terms associated with angiogenesis, adhesion, and migration consistent with the dramatic changes in cell morphology. MITF silencing has been shown to induce a SASP comprising *CCL2*, *CTGF* and *SERPINE1* (Strub et al., 2011). RNA-seq identified a putative SASP in shMITF cells comprising around 20 secreted factors and of these 15 were also induced in the shBRG1 cells, although several key factors such as *IL8* and *CCL2* were not induced upon BRG1 silencing (Figure 3—figure supplement 1A). 

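The figure supplement lists 20 secreted factors as the putative SASP of shMITF 501Mel cells, a list drawn from these same data. Of these, 17 were up-regulated by shMITF against shSCR2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change over 1. The others also rose, with adjusted p not under 0.05: CTGF by 2.02 (adjusted p = 0.066), CYR61 by 2.74 (adjusted p = 0.16) and NOV by 2.63 (adjusted p = 0.166) on the log2 scale. With the replicate number as a block, on the labels' numbers, all 20 were up-regulated. With the pooled scramble samples as the control, 6 were, and IL8, IL11 and IL24 then had negative log2 fold changes. With shBRG1 against shSCR1, 14 of the 20 were up-regulated, and 12 were up-regulated by both knockdowns. That shared number was 15 with the replicate block in both fits, as also with DESeq2, with library sizes only and with all groups of the line in one fit. It was 5 with at least 10 counts in every sample, 6 with glmTreat and 4 with pooled scramble controls. CCL2 had 4.17 ± 0.437 CPM with shSCR1 and 2.48 ± 0.235 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of -0.75 (standard error 0.13, adjusted p = 1.1e-05), and rose by 4.31 (standard error 0.42, adjusted p = 4.9e-04) with shMITF. With pooled scramble controls these were -0.074 and 1.93, both not past an adjusted p of 0.05, so the fall and the rise of CCL2 depend on the scramble group. IL8 had 10.4 ± 1.78 CPM with shSCR1 and 37.0 ± 1.98 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of 1.82 (standard error 0.083, adjusted p = 1.5e-15), and changed by 1.77 (standard error 0.48, adjusted p = 0.033) with shMITF. On the figure supplement's list of 15 factors shared by both knockdowns, 14 were up-regulated by shBRG1, while PDGFD had a log2 fold change of -1.92 (adjusted p = 2.4e-14).

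**Figure D2:**
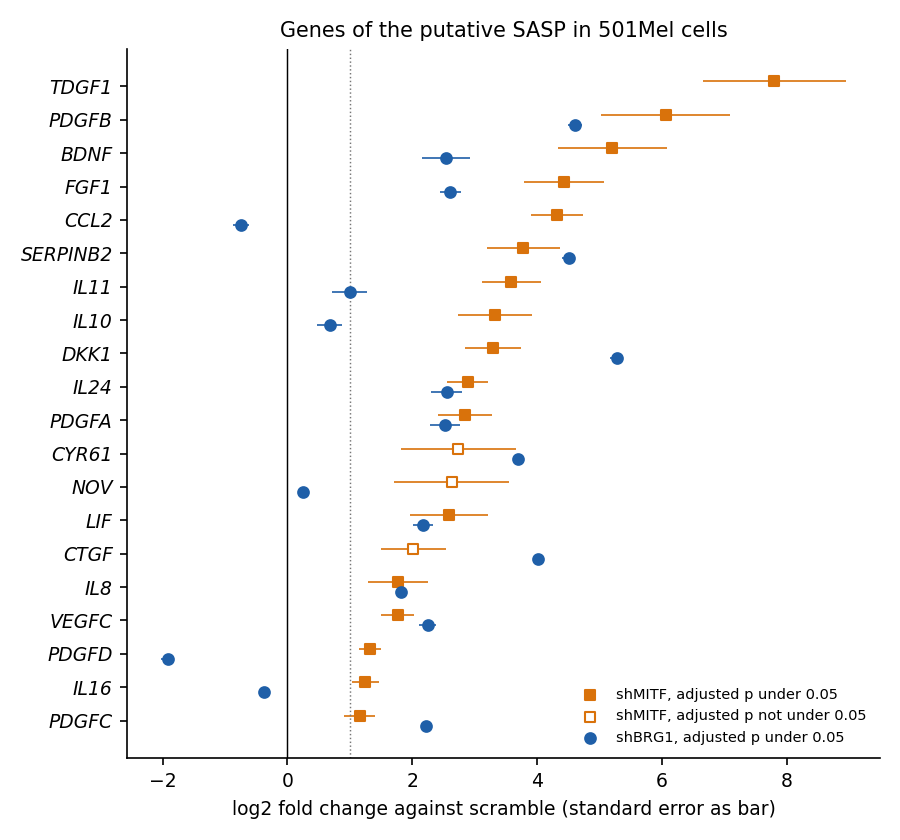
Log2 fold change against scramble (horizontal axis) of genes on the paper's SASP lists in 501Mel cells (one line each), for shMITF (orange squares, n = 2 against 2) and shBRG1 (blue circles, n = 3 against 3). Bars are standard errors, open symbols have an adjusted p not under 0.05, and the dotted line marks 1; CCL2 lies at 4.31 with shMITF and -0.75 with shBRG1.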

Loss of either BRG1 or MITF therefore induced senescence of 501Mel cells.

SOX10, TCF/LEF/CTNNB1 and CREB have been reported to activate MITF expression (Goding, 2000). 

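In 501Mel cells, SOX10 (ENSG00000100146, chromosome 22 from 37970686 to 37987422 in GENCODE 29) had 557 ± 20.1 CPM with shSCR1 and 103 ± 4.19 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of -2.44 (standard error 0.050, adjusted p = 5.2e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the shMITF comparison it had 587 ± 44.8 CPM with shSCR2 and 408 ± 84.0 CPM with shMITF (SD, n = 2 each), a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is past the adjusted p of 0.05 and not past an absolute log2 fold change of 1. That adjusted p was no longer under 0.05 with library sizes in place of TMM, where the log2 fold change was -0.42, with at least 10 counts in every sample (-0.50) or with pooled scramble controls (-0.35). The difference between the effects of shBRG1 and shMITF was tested itself, in one fit of the 10 samples: it was -1.89 on the log2 scale (standard error 0.15, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -2.06 and -1.66 with each of the 10 samples left out in turn.

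**Figure D3:**
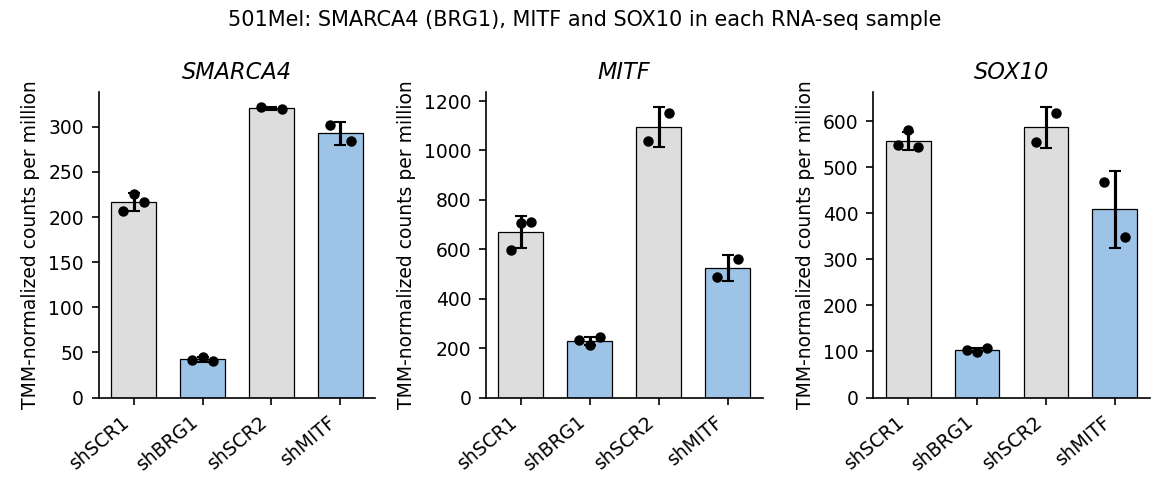
TMM-normalized CPM of SMARCA4, MITF and SOX10 in each 501Mel sample (points), with the mean (bar) and SD (error bar) of each group, n = 3 for shSCR1 and shBRG1 and n = 2 for shSCR2 and shMITF. Each knockdown was normalized with its own scramble group, so heights compare within a pair; SOX10 falls from 557 to 103 with shBRG1 and from 587 to 408 with shMITF.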

We noted that SOX10 expression is strongly repressed in BRG1 knockdown cells, but not in MITF-knockdown cells (Supplementary file 2). SiSOX10 silencing repressed endogenous MITF expression (Figure 3—figure supplement 2A–B). In 501Mel-Cl8 cells constitutively expressing 3HA-tagged MITF from the CMV promoter (Strub et al., 2011), siSOX10 repressed endogenous, but not ectopic MITF. In contrast, siCREB silencing had no effect on MITF expression. SOX10 is therefore a major regulator of MITF expression in 501Mel cells and its diminished expression upon BRG1 knockdown partly explains the concomitant MITF loss. These observations are also consistent with previous reports showing that SOX10 promotes melanoma cell proliferation and that its loss leads to senescence (Cronin et al., 2013).

To determine whether the shared phenotypes of BRG1 and MITF knockdown cells resulted from the concomitant loss of MITF upon BRG1 silencing or whether BRG1 acts also as an MITF co-factor, we performed shBRG1 silencing in the 501Mel-Cl8 cells. BRG1 knockdown in these cells repressed endogenous MITF expression, but not ectopic 3HA-MITF (Figure 3—figure supplement 2C). Nevertheless, BRG1 silencing elicited a phenotype similar to 501Mel cells characterised by arrested proliferation, and morphological changes. Many MITF target genes were similarly repressed by BRG1 silencing in both 501Mel and Cl8 cells, while SASP components were induced (Figure 3—figure supplement 2D). Together, these data show that BRG1 is essential for MITF expression and that it acts as a cofactor for MITF since ectopic MITF in the Cl8 cells does not activate target genes expression in its absence.

### BRG1 and MITF regulate gene expression in human melanocytes

We also investigated BRG1 function in untransformed Hermes 3A melanocytes. In contrast to 501Mel cells, shBRG1 silencing had little effect on MITF expression in Hermes 3A cells (Figure 3D), but induced changes in cell morphology with up to 80% of cells showing staining for senescence-associated β-galactosidase (Figure 3E). Within 8 days, the BRG1 silenced cells detached from the plate. ShMITF silencing in Hermes 3A cells also led to growth arrest and a marked changes in morphology, with flattening, enlargement of the cell body and reduced neurite projections (Figure 3D). Despite these changes indicative of senescence, <50% of shMITF-silenced cells showed staining for senescence-associated β-galactosidase. As with shBRG1, MITF silencing led to cells detaching from the plate within 7 days. Thus, both BRG1 and MITF are essential for melanocyte growth, and in their absence cells undergo growth arrest, senescence, and death.

RNA-seq showed that BRG1 silencing in Hermes 3A cells down-regulated 587 genes, and up-regulated 971 genes, many fewer than in 501Mel cells (Figure 3—figure supplement 1B–C, and Supplementary file 2). 

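Hermes 3A cells, a line of untransformed human melanocytes, were infected with the scramble vector (shSCR), shBRG1 or shMITF, with 3 replicates of each, and the authors deposited read counts per Ensembl gene as for 501Mel cells. The shSCR samples are the control of both knockdowns. Counts per replicate ranged from 39036855 to 50738611 with shSCR, from 45326473 to 61804675 with shBRG1 and from 29158502 to 39546150 with shMITF, and the comparisons were made as for 501Mel cells. SMARCA4 had 217 ± 13.5 CPM (SD, n = 3) with shSCR and 41.8 ± 1.73 CPM (SD, n = 3) with shBRG1, a log2 fold change of -2.38 (standard error 0.048, adjusted p = 1.6e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This fall differed from that in 501Mel cells by -0.0067 on the log2 scale (standard error 0.070, adjusted p = 0.964 for the interaction of shBRG1 and cell line). MITF had 948 ± 50.0 CPM with shSCR and 702 ± 9.13 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of -0.43 (standard error 0.044, adjusted p = 1.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For MITF the same difference, 501Mel minus Hermes 3A cells, was -1.15 (standard error 0.079, adjusted p = 2.6e-15). With all groups of the line in one fit, the falls of MITF (-0.43) and SOX10 (-0.40) with shBRG1 in Hermes 3A cells were not past an adjusted p of 0.05. That fit also holds the shMITF samples, which were more spread. The common biological coefficient of variation was 28.6% with shMITF, 5.50% with shSCR and 5.88% with shBRG1. The size of the fall of MITF was the same in both fits.

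Of the 17222 genes tested, 598 were down-regulated and 996 up-regulated by shBRG1 in Hermes 3A cells, against 3571 and 4453 in 501Mel cells. Dropping the fold-change threshold gave 4934 and 4862 genes, the alternative that moved the numbers most. Setting the test against an absolute log2 fold change of 1 (glmTreat) gave 244 and 358. With the replicate number from the labels as a block there were 599 and 1014; the deviations of same-numbered samples correlated at 0.0845 on average, and those of samples with different numbers at -0.0413. By the rule used for 501Mel cells, the largest falls were those of PAEPP1 (-3.87), KCNJ10 (-3.63) and KCNJ13 (-3.60) and the largest rises those of PEG3 (10.00), IL6 (5.14) and CD24P4 (4.28) on the log2 scale. PEG3 had 0 counts in every shSCR replicate, so the size of its rise is not fixed by the counts. PAEPP1 and CD24P4 are pseudogenes, whose reads the authors' counting could have divided with their parent genes.

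**Figure D4:**
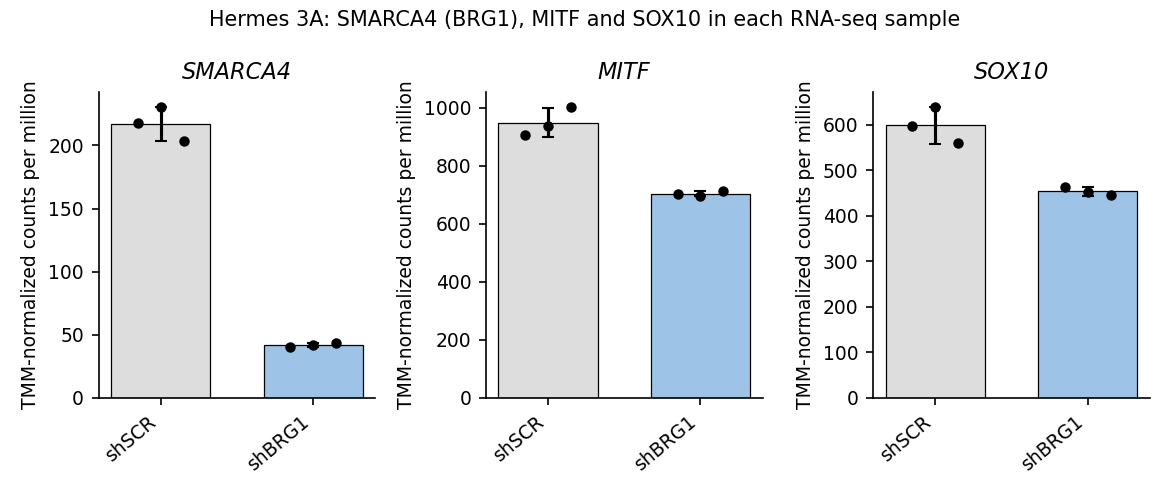
TMM-normalized CPM of SMARCA4, MITF and SOX10 in each Hermes 3A sample (points), with the mean (bar) and SD (error bar) of the shSCR and shBRG1 groups, n = 3 each. SMARCA4 falls from 217 to 41.8, MITF from 948 to 702 and SOX10 from 599 to 453.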

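For pigmentation, 17 genes were taken from the paper's ontology analysis of 501Mel cells, and 16 of them could be tested in Hermes 3A cells. With shBRG1 3 were down-regulated, against 3.46% of the other genes tested (odds ratio 6.44, p = 0.017, two-sided Fisher's exact test), and 14 of the 16 had a negative log2 fold change. Their median log2 fold change was -0.45, lower than the medians of all but 0.020% of 10000 random gene lists of the same size matched on mean expression. It stayed between -0.46 and -0.34 under the alternatives to the processing, the replicate block included. A list of 24 genes of cholesterol biosynthesis was written before the data were examined. All 24 had a negative log2 fold change with shBRG1 in Hermes 3A cells, from -1.54 to -0.15, with a median of -0.56 that lay below those of all 10000 matched random lists. Of these, 7 were down-regulated, against 3.44% of the other genes (odds ratio 11.6, p = 1.2e-05, two-sided Fisher's exact test), and the median stayed between -0.58 and -0.46 under the alternatives. The genes of a list are not independent of each other, and the falls of most lay within a log2 fold change of 1.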

Down-regulated genes were involved in pigmentation, cholesterol metabolism as well as intracellular signalling cascades and general cell morphology. Up-regulated genes were involved in cell–cell signalling and adhesion as well as angiogenesis. 

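The angiogenesis genes taken from the paper's ontology analysis of 501Mel cells were also read in Hermes 3A cells. With shBRG1, 3 of the 14 tested were up-regulated, against 5.77% of the other genes (odds ratio 4.45, p = 0.043, two-sided Fisher's exact test). Their median log2 fold change was 0.69, above those of all 10000 matched random lists, with 11 of the 14 genes rising. Across the alternatives to the processing it was between 0.67 and 0.81.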

MITF silencing down-regulated 757 genes and up-regulated 664 genes. 

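In Hermes 3A cells MITF had 945 ± 48.2 CPM (SD, n = 3) with shSCR and 523 ± 126 CPM (SD, n = 3) with shMITF, a log2 fold change of -0.85 (standard error 0.19, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This fall lay between -1.06 and -0.72 with each replicate left out in turn, and in 4 of these 6 fits it was no longer past an adjusted p of 0.05 (without shMITF replicate 3, and without each of the shSCR replicates in turn). Of 16508 genes tested, 667 were down-regulated and 553 up-regulated by shMITF. The shMITF replicates differed more from each other than those of the other groups: edgeR's common biological coefficient of variation was 28.6% with shMITF, 5.50% with shSCR and 5.88% with shBRG1. With each replicate left out in turn, between 354 and 898 genes were down-regulated and between 236 and 692 up-regulated. With the labels' replicate numbers as a block the numbers were 725 and 488, where same-numbered samples deviated together with a mean correlation of -0.0566, against 0.0285 for the others. The shMITF and shSCR files list 33619 genes in common; 414 genes are listed only for shMITF and 8605 only for shSCR. The former hold 315 counts in all and the latter none, and the comparison used the genes in common. The same genes are listed for shBRG1 and for shSCR. The paper's text does not state whether the shMITF samples were prepared or processed apart from the shSCR samples. Such a batch could not be told apart from shMITF, in these calls or in their overlap with shBRG1. By the rule used above, the largest falls were those of PAEPP1 (-5.87), KU-MEL-3 (-4.77) and GDF15 (-4.63) on the log2 scale. The largest rises were those of TAC1 (7.91), CYP1B1 (6.98) and GREM1 (6.52). The rise of CYP1B1 was not past an adjusted p of 0.05 with the replicate block (6.52) or without shSCR replicate 1 (6.89). That of TAC1 was not past it without a filter on low counts (7.90) or without shSCR replicate 1 (7.78).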

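Of the 598 genes down-regulated by shBRG1 in Hermes 3A cells, 205 (34.3%, or 35.7% of the 575 tested in both comparisons) were also down-regulated by shMITF, against 2.93% of the other genes tested in both comparisons (odds ratio 18.4, p = 7.7e-144, two-sided Fisher's exact test across genes). Among the 996 up-regulated genes, 226 (22.7%, or 29.1% of the 777 tested in both comparisons) were also up-regulated by shMITF, against 1.89% of the other genes (odds ratio 21.3, p = 2.6e-166, two-sided Fisher's exact test). Calls in the opposite direction were made for 2 and 12 of these genes. With each replicate left out in turn, the shares lay between 20.0% and 40.5% for down-regulated and between 10.5% and 27.01% for up-regulated genes. Both knockdowns were compared with the same shSCR samples, and a control shared by both comparisons raises the resemblance of the effects. Across 16367 genes, Spearman's rho of the mean log2 changes was 0.459 with all shSCR samples shared and 0.414 on average over the 6 ways to give each knockdown different shSCR samples.

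**Figure D5:**
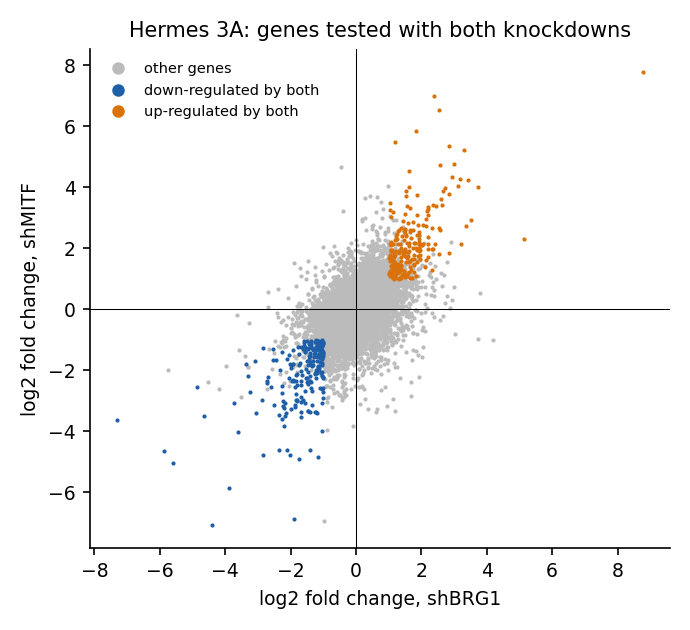
Log2 fold change with shMITF (vertical axis) against that with shBRG1 (horizontal axis) for the 16367 genes tested with both knockdowns in Hermes 3A cells; each point is a gene. The 205 genes down-regulated by both are blue and the 226 up-regulated by both orange.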

Comparisons showed that 38% of genes down-regulated upon BRG1 silencing were diminished by MITF silencing, while 25% of the BRG1 up-regulated genes were also increased upon MITF silencing.

Together these results show that BRG1 is critical for Hermes 3A proliferation despite the fact that it regulated a much reduced gene expression programme in these cells. 

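With shBRG1, 8024 genes were called in 501Mel and 1594 in Hermes 3A cells. Counted without any p-value, over genes with at least 10 counts in every sample of the comparison, 5245 of 16356 genes in 501Mel and 1064 of 15285 in Hermes 3A cells had an absolute log2 fold change over 1. The difference between the lines was tested gene by gene as an interaction in one fit of the 12 samples: 5834 of 21697 genes had an effect of shBRG1 that differed by more than 1 on the log2 scale with an adjusted p under 0.05, 3224 of them lower and 2610 higher in 501Mel cells. Of the genes down-regulated by shBRG1 in Hermes 3A cells, 337 (56.4%) were also down-regulated in 501Mel cells, and of those up-regulated 350 (35.1%) were also up-regulated. The log2 fold changes with shBRG1 in the lines correlated across 16213 genes with a Spearman's rho of 0.389, and those with shMITF with a rho of 0.407. The paper concludes that BRG1 is critical for Hermes 3A proliferation despite a much reduced gene expression programme regulated by it in these cells.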

As with the 501Mel cells however, MITF and BRG1 cooperate to regulate a subset of genes involved in several essential cellular processes associated with resistance to apoptosis, cell morphology, and signalling.

### BRG1 is essential for generation of melanocytes in vivo

As BRG1 is essential for proliferation of both melanocytes and melanoma cells in vitro, we asked if BRG1 is also essential for melanocytes in vivo in mice. To bypass the embryonic lethal phenotype of BRG1 germ-line knockout (Bultman et al., 2000), we crossed mice with floxed alleles of the *Smarca4* gene encoding BRG1 (Indra et al., 2005) with *Tyr*-Cre mice to allow selective inactivation of BRG1 in the melanocyte lineage (Delmas et al., 2003). We first generated *Tyr*-Cre::*Smarca4*^lox/+^ mice that were crossed to generate the resulting *Smarca4*^mel+/−^ or *Smarca4*^mel−/−^ genotypes. The *Tyr*-Cre::*Smarca4*^mel−/−^ mice were present in the progeny at the expected ratio indicating no loss of viability (Figure 4A). While the heterozygous *Tyr*-Cre::*Smarca4*^mel+/−^ mice were black, homozygous *Tyr*-Cre::*Smarca4*^mel−/−^ mice were either completely white or had occasional black spotting presumably arising from rare melanoblasts that had escaped Cre-driven recombination during embryogenesis (Figure 4B). Examination of the hair from two genotypes showed an absence of melanin in *Smarca4*^mel−/−^ hair.

**Figure 4.**
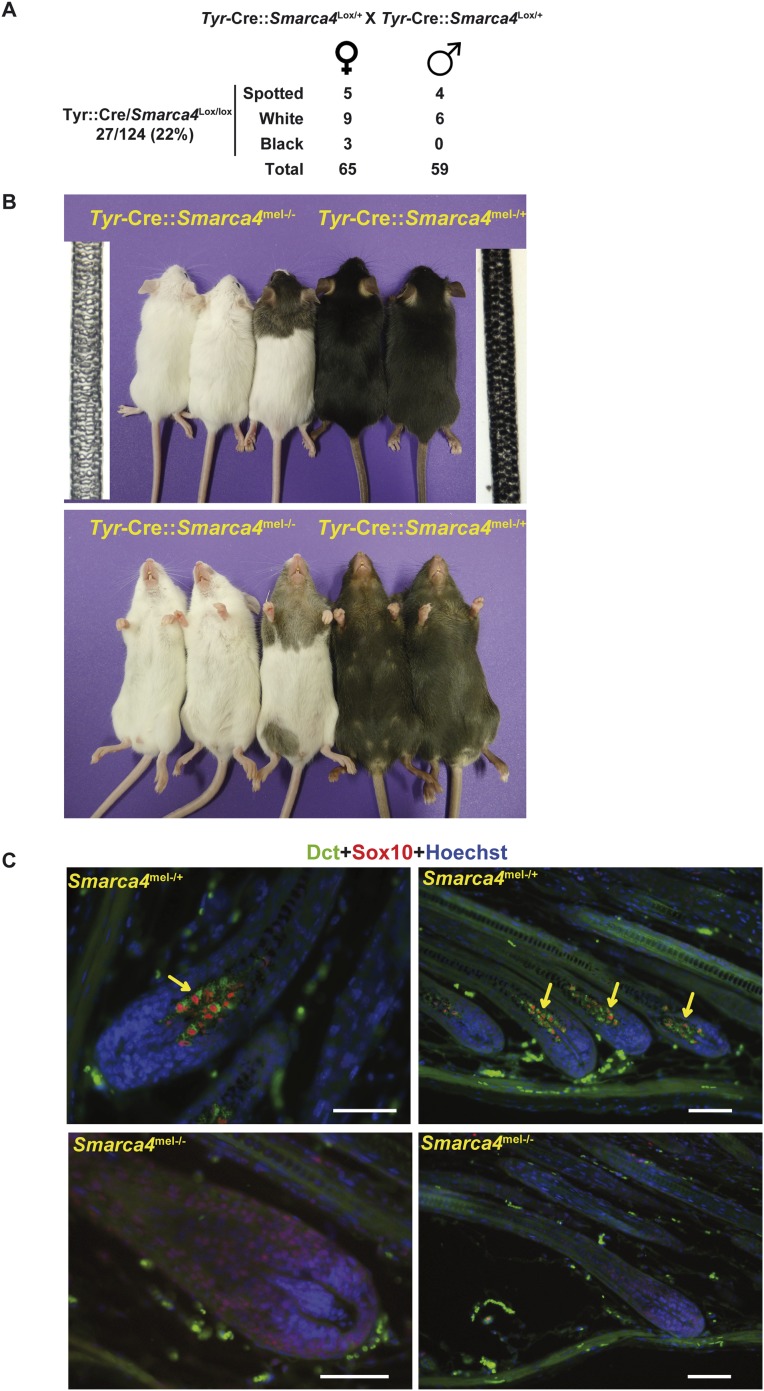
BRG1 is essential in mouse melanocytes in vivo. (**A**) Statistics relevant to the phenotype of the mice lacking Brg1 in the melanocyte lineage. Note that as the *Tyr*-Cre transgene is present on the X chromosome, we detect black mice with the *Tyr*-Cre::*Smarca4*^lox/lox^ genotype, but in these animals the Cre-recombinase is subjected to X-inactivation such that recombination does not occur in all melanoblasts. (**B**) Photographs of representative mice of the indicated genotypes. Bright field images of hair from the backs of 8-week-old animals of the two genotypes are also shown. Magnification X40. (**C**) Labelling of dorsal hair follicle bulbs with antibodies against Sox10 in red and Dct in green along with Hoechst-stained nuclei in blue. Arrows indicate labelled melanocytes in the bulb of Brg1 expressing mice. Scale bars are 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.06857.008

We labelled the hair follicles of the *Smarca4*^mel+/−^ or *Smarca4*^mel−/−^ animals with antibodies against Dct and Sox10. In *Smarca4*^mel+/−^ mice, Sox10 stained the nucleus of mature bulb melanocytes whose cytoplasm was stained with Dct (Figure 4C). In contrast, there was no staining with these antibodies in *Smarca4*^mel−/−^ bulbs. There were therefore no identifiable mature melanocytes in the mutant animals. Taken together with the essential role of BRG1 in melanoma and melanocyte cells in vitro, these data indicate that BRG1 is essential for generation of mature melanocytes in vivo*.*

### BRG1 binds widely over the 501Mel cell genome

Given the critical function of BRG1 in the melanocyte lineage in vitro and in vivo, we used ChIP-seq to better understand how MITF and BRG1 regulate gene expression in 501Mel cells. We performed BRG1 ChIP-seq on native Mnase-digested chromatin along with a GFP-control ChIP-seq and identified >42,400 BRG1-occupied sites located in inter and intragenic regions, but with relative enrichment at the promoter (Figure 5A). Comparison with public ENCODE data showed BRG1-occupied sites often co-localized with or flanking enhancer regions marked with acetylated H3K27(ac) a mark of active enhancers (Smith and Shilatifard, 2014) (Figure 5—figure supplement 1A–B). As melanocyte-specific enhancers are not represented in public ENCODE data, we integrated the BRG1 profile with public H3K27ac data from primary human foreskin melanocytes and with H3K27ac data from a proliferative primary melanoma culture (Verfaillie et al., 2015). BRG1 co-localized with enhancers active in melanocytes (Figure 5—figure supplement 1A–B) including melanocyte-specific enhancers seen at the MITF and DCT loci (see below). The primary melanocyte and proliferative melanoma H3K27ac profiles are very similar and BRG1 co-localized with around 15,000 melanocyte/melanoma H3K27ac marked regions at promoters as well as distal inter and intragenic enhancers (Figure 5B). Analysis of DNA sequence motifs at BRG1 peaks identified binding sites for a large set of transcription factors (TFs), the most abundant of which are NRF1, KLF5, SP1-family factors, CTCF, EGR1, and E-boxes (Figure 5—figure supplement 1C). Thus, BRG1 is recruited by many different TFs to its sites on the 501Mel genome.

**Figure 5.**
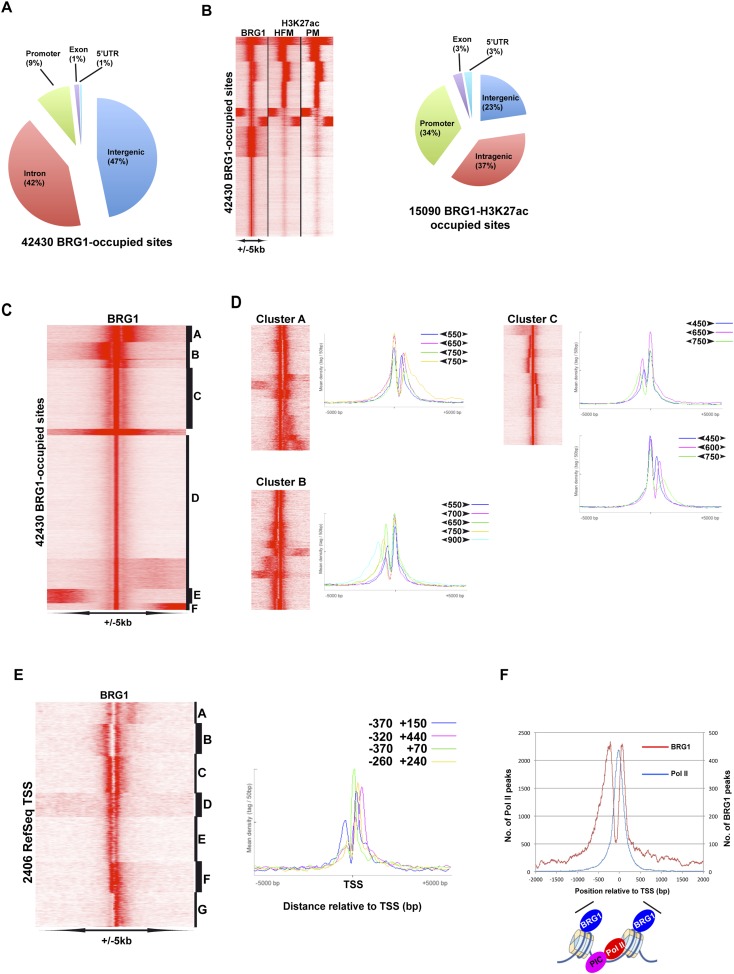
Genome-wide BRG1 occupancy. (**A**) Pie chart showing distribution of BRG1-bound sites with respect to genomic features. (**B**) Clustering of BRG1 occupied sites with primary melanocyte and proliferative melanoma H3K27ac-marked elements and their distribution with respect to genomic features. (**C**) Read density clustering of BRG1 at its occupied sites reveals several profiles of BRG1 occupancy. (**D**) Clusters A–C from panel **C** were re-clustered and representative meta-profiles are shown to illustrate the distances separating the BRG1 peaks with the large and small arrowheads indicating the stronger and weaker peaks, respectively. (**E**) Re-analysis of RefSeq TSS where BRG1 is present reveals different localizations of BRG1-bound nucleosomes. Several representative meta-profiles of different subclasses are shown. The peak coordinates in each class relative to the TSS are indicated. (**F**) The overall meta-profile of BRG1 TSS occupancy is superimposed on the RNA Pol II meta-profile. The binding profiles of BRG1 and Pol II around the TSS are schematised below the graph. **DOI:** http://dx.doi.org/10.7554/eLife.06857.009

**Figure 5—figure supplement 1.**
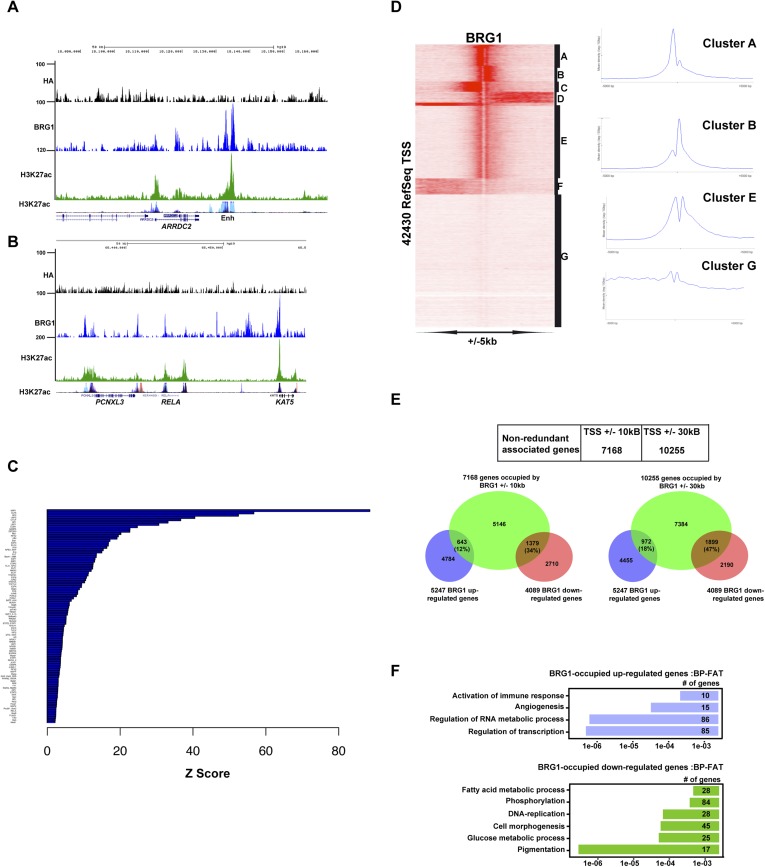
Profiling of BRG1 genome occupancy. (**A**–**B**) UCSC screenshots illustrating BRG1 occupancy over the *ARRDC2* and *REL1* loci highlighting co-localization with H3K27ac-marked enhancers either in the Encode data track or in Human Foreskin Melanocytes (HFM). (**C**) Enrichment of TF binding motifs at BRG1-occupied sites. (**D**) Clustering analysis of BRG1 occupancy at RefSeq TSS illustrating the presence of BRG1 at a subset of TSS with different binding profiles. Cluster E showing BRG1 occupancy both upstream and downstream of the TSS was re-clustered to highlight the different profiles as shown in Figure 4E. (**E**) Integrative analysis of BRG1 ChIP-seq data with shBRG1 RNA-seq data. A table shows the number of genes with BRG1-occupied sites ±10 kb or ± 30 kb from the TSS. Venn diagrams indicate the number of these genes that are up- or down-regulated following shBRG1 knockdown. (**F**) Ontology analysis of the BRG1-associated up- and down-regulated genes. **DOI:** http://dx.doi.org/10.7554/eLife.06857.010

BRG1 occupied sites displayed a variety of profiles. A set of highly occupied sites (Clusters A–C, Figure 5C) comprised two peaks separated by various distances. Re-clustering of each of these sets revealed a complex profile comprising in general two more or less sharply defined peaks separated by distances of 450–800 bp (Figure 5D). At other sites however, BRG1 occupied a single sharp peak (cluster D, Figure 5C).

BRG1-occupied sites at the TSS also displayed different profiles. BRG1 was preferentially located either upstream or downstream of the TSS (Figure 5—figure supplement 1D, clusters A–D) or showed equivalent occupancy at both sites (cluster E), or was absent (clusters F–G). Re-analysis of cluster E revealed BRG1 localized at varying distances between −370 and +440 bp with respect to the TSS (Figure 5E, clusters A–F), although it was present only on the downstream nucleosome in cluster G. BRG1 therefore appears to bind to the last (−1) nucleosome before the nucleosome-depleted region (NDR) at the TSS and the first downstream (+1) nucleosome although the distance between these nucleosomes is variable as previously described (Fenouil et al., 2012). The metaprofile of all BRG1-occupied TSS showed preferential location of BRG1 at −200 bp and +72 bp relative to the TSS (Figure 5F). Integration of RNA Polymerase II (Pol II) ChIP-seq data from 501Mel cells showed the peak of promoter paused Pol II located immediately upstream of the BRG1-bound +1 nucleosome. BRG1 therefore binds a large subset of sites both at the TSS and non-TSS regions as paired BRG1-bound nucleosomes separated by variable distances.

Annotation of BRG1-occupied sites identified 7168 potential target genes in a window of ±10 kb around the TSS and >10,000 potential target genes in a window of ±30 kb (Figure 5—figure supplement 1E). 

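The supplement of the paper lists 1379 down-regulated genes with a BRG1-occupied site within 10 kb of the TSS in 501Mel cells. Of these, 1354 were tested here in the RNA-seq counts of shBRG1 against shSCR1 and 1317 were down-regulated, 95.5% of those listed. They made 36.9% of the 3571 genes called down-regulated (95% Wilson confidence interval 35.3% to 38.5%). This share moved most without a fold-change threshold, to 16.9%, and was 40.8% over genes with at least 10 counts in every sample. Since only genes that the paper had called down-regulated are on the list, a gene called here alone cannot be on it. The listed genes had a median of 40.0 CPM and a median log2 fold change of -1.55, and the down-regulated genes not listed 6.66 CPM and -1.62.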

Integration with RNA-seq data showed that 34% of genes down-regulated upon BRG1 silencing had at least one BRG1-occupied site at ±10 kb, while this figure attained 47% using the ±30 kb window. In contrast, only 12% and 18% of up-regulated genes were associated with BRG1-occupied sites using these windows. 

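For up-regulated genes the paper's list within the same window holds 642 genes, of which 586 were tested here and 586 were up-regulated by shBRG1 in 501Mel cells. They made 13.2% of the 4453 genes called up-regulated (95% Wilson confidence interval 12.2% to 14.2%). This share moved most without a fold-change threshold, to 6.94%. It was 9.46% with library sizes only, 10.4% with pooled scramble controls and 17.5% over genes with at least 10 counts in every sample. The up-regulated genes not listed were expressed at a low level, with a median of 0.834 CPM against 7.70 CPM for the listed ones. Both confidence intervals cover counting error only.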

BRG1-associated and down-regulated genes were enriched in pigmentation, DNA replication, and glucose and fatty acid metabolism (Figure 5—figure supplement 1F). 

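The 17 pigmentation genes taken from the paper's ontology analysis of BRG1-bound, down-regulated genes fell in 501Mel cells by the way they were chosen: 16 were down-regulated by shBRG1 and the median log2 fold change was -2.13, from -5.04 to -0.98. TYR had 1478 ± 24.8 CPM with shSCR1 and 90.3 ± 7.54 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of -4.03 (standard error 0.061, adjusted p = 4.2e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PMEL had 22731 ± 668 CPM with shSCR1 and 2564 ± 81.5 CPM with shBRG1 (SD, n = 3 each), a log2 fold change of -3.15 (standard error 0.058, adjusted p = 8.5e-23).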

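The files list 470 genes whose symbol is ZNF and a number, and 449 of them were tested for shBRG1 against shSCR1 in 501Mel cells. Of these, 194 were up-regulated, 43.2% against 21.2% of the other genes tested (odds ratio 2.82, p = 7.5e-25, two-sided Fisher's exact test). Another 18 were down-regulated, 4.01% against 17.7% of the other genes (p = 2.2e-18, Fisher's exact test). Their median log2 fold change was 0.80, above the medians of all 10000 random lists of the same size matched on mean expression, and it stayed between 0.68 and 1.15 under every alternative to the processing, the replicate block and library sizes in place of TMM included. The 23 ZNF genes with the highest expression, the top 5% of the family, had a median of -0.085. ZNF genes share similar sequences, and how the authors counted reads that match more than one of them is not stated in the paper's text, so single members are uncertain. BRG1 occupancy was not considered in this count.

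**Figure D6:**
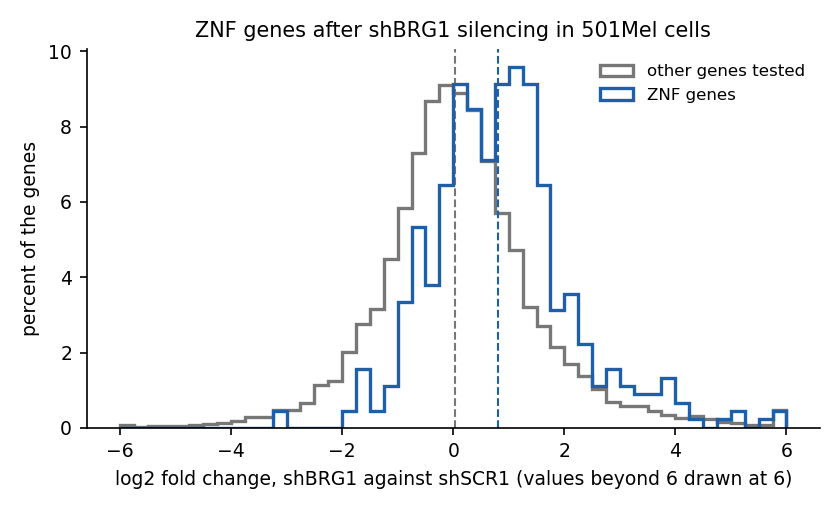
Distribution of the log2 fold change with shBRG1 against shSCR1 in 501Mel cells (horizontal axis) as the percent of genes in each bin (vertical axis), for 449 ZNF genes (blue) and the other genes tested (grey), with dashed lines at the medians. The median of the ZNF genes is 0.80 with TMM and stays above 0 with library sizes only, and 346 of the 449 genes lie above 0.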

BRG1-associated up-regulated genes were involved in angiogenesis and transcription regulation, notably expression of a set of ZNF TFs that appear to be co-ordinately regulated by BRG1 (Supplementary file 3). Together these data show that BRG1 is recruited by many TFs in 501Mel cells to regulate the expression of a large set of target genes.

### MITF and SOX10 co-localization with BRG1

If BRG1 acts as a cofactor for MITF, they should co-localize on the genome. Integration of BRG1 and MITF ChIP-seq data showed that of >16,000 MITF occupied sites, 5867 were co-occupied by BRG1 and were located in both inter and intragenic regions, but enriched at promoters (Figure 6A). Co-localization can be observed at the *MITF* locus itself, where MITF occupied multiple sites, several of which co-localized with BRG1 and melanocyte H3K27ac-marked enhancers throughout this locus (Figure 6B). A similar situation was seen at the DCT locus, where MITF and BRG1 co-localized at H3K27ac marked melanocyte-specific enhancers.

**Figure 6.**
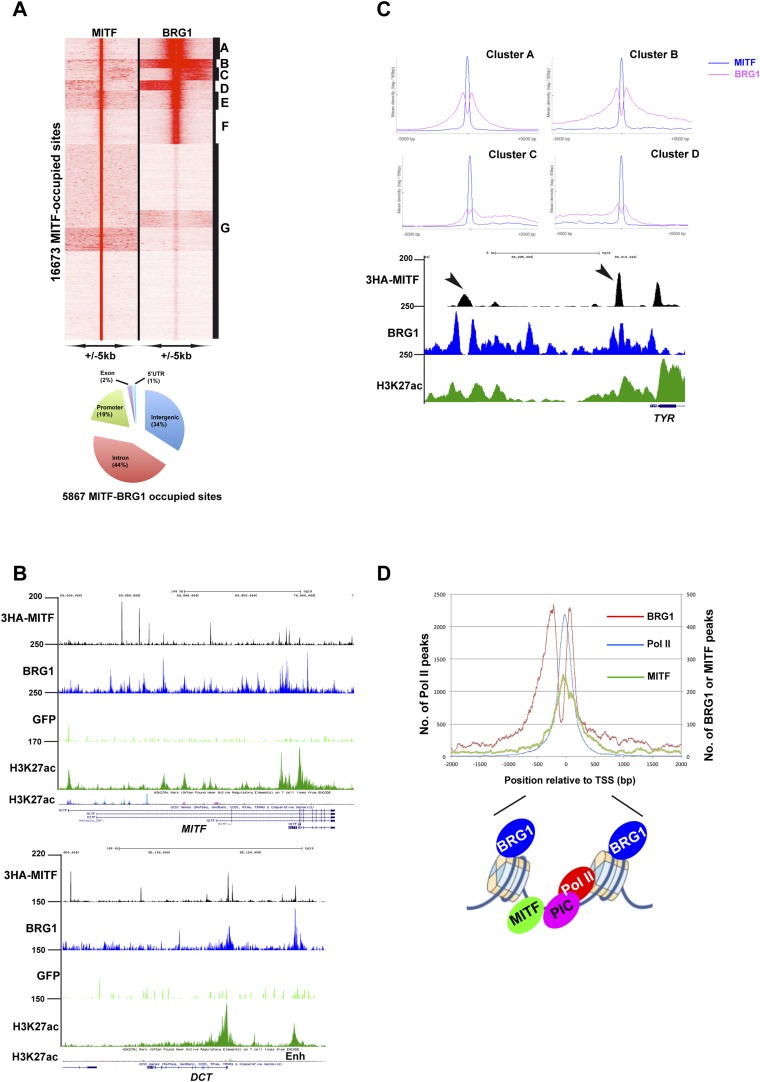
Sites co-occupied by BRG1 and MITF. (**A**) Read density clustering of BRG1 and MITF at MITF-occupied loci reveals co-occupied sites with different profiles and their distribution with respect to genomic features. (**B**) UCSC screenshots showing MITF and BRG1 occupancy over the *MITF* and *DCT* loci highlighting their co-localization along with that of melanocyte-specific H3K27ac-marked enhancers. A GFP ChIP was performed as a negative control. (**C**) Meta-profiles of BRG1 occupancy in clusters A–D of panel **A**. The lower panel shows a UCSC screenshot of MITF and BRG1 occupancy over the *TYR* locus highlighting the binding of MITF between two BRG1-occupied nucleosomes. (**D**) Meta-profile showing occupancy by BRG1, MITF, and Pol II at the TSS. The binding profiles of each factor BRG1 and Pol II around the TSS are schematised below the graph. **DOI:** http://dx.doi.org/10.7554/eLife.06857.011

**Figure 6—figure supplement 1.**
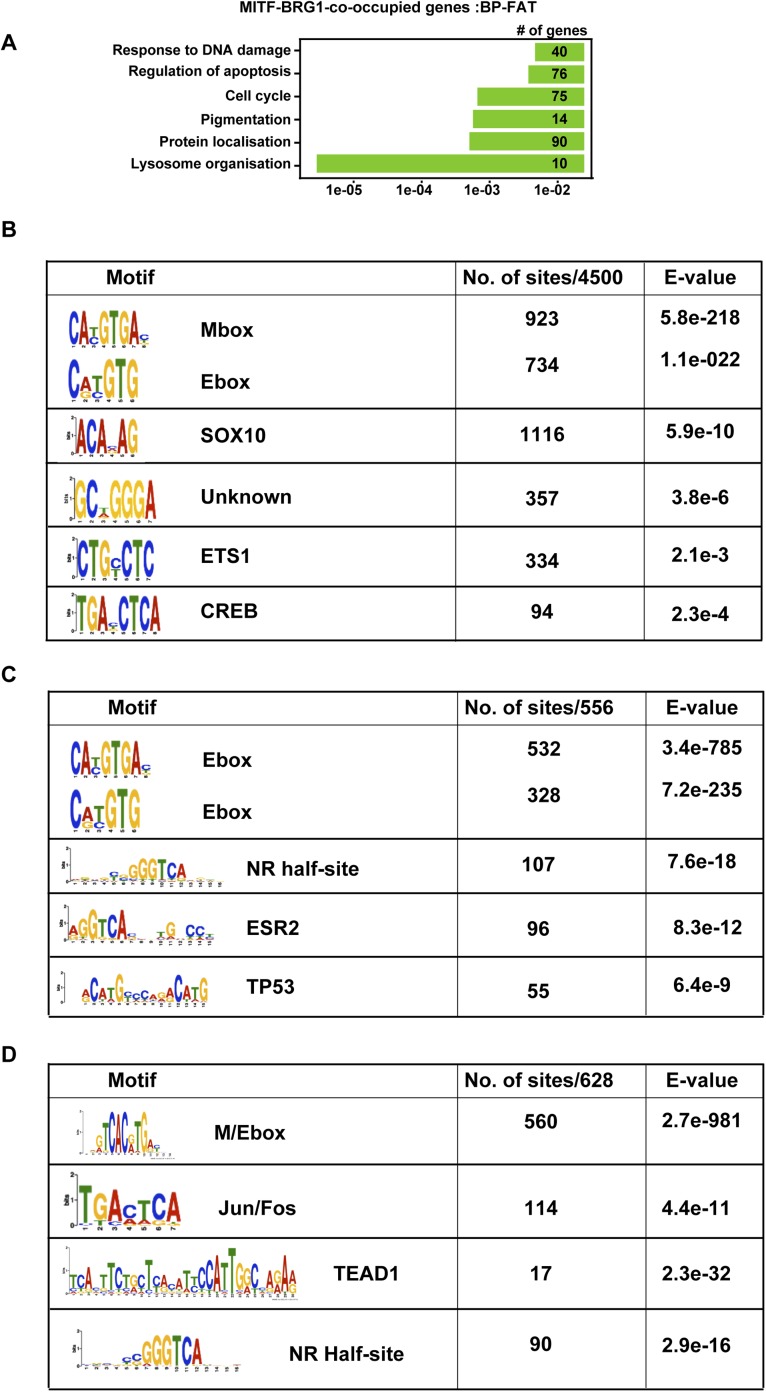
TF binding motifs at MITF and BRG1-bound sites. (**A**) Ontology analysis of genes associated with BRG1-MITF-co-occupied sites. (**B**) Identification of transcription factor binding motifs at BRG1-MITF-occupied sites. MEME-ChIP identified several motifs enriched at these sites. The most prominent are the E-box and M-box corresponding to MITF binding, SOX10, CREB, and ETS1 as well as motifs with no known annotation. (**C**) Identification of transcription factor binding motifs at BRG1-occupied sites that are strongly enriched in siMITF senescent cells. (**C**–**D**) Identification of transcription factor binding motifs at MITF-occupied sites that are associated with down and up-regulated genes after MITF silencing. **DOI:** http://dx.doi.org/10.7554/eLife.06857.012

**Figure 6—figure supplement 2.**
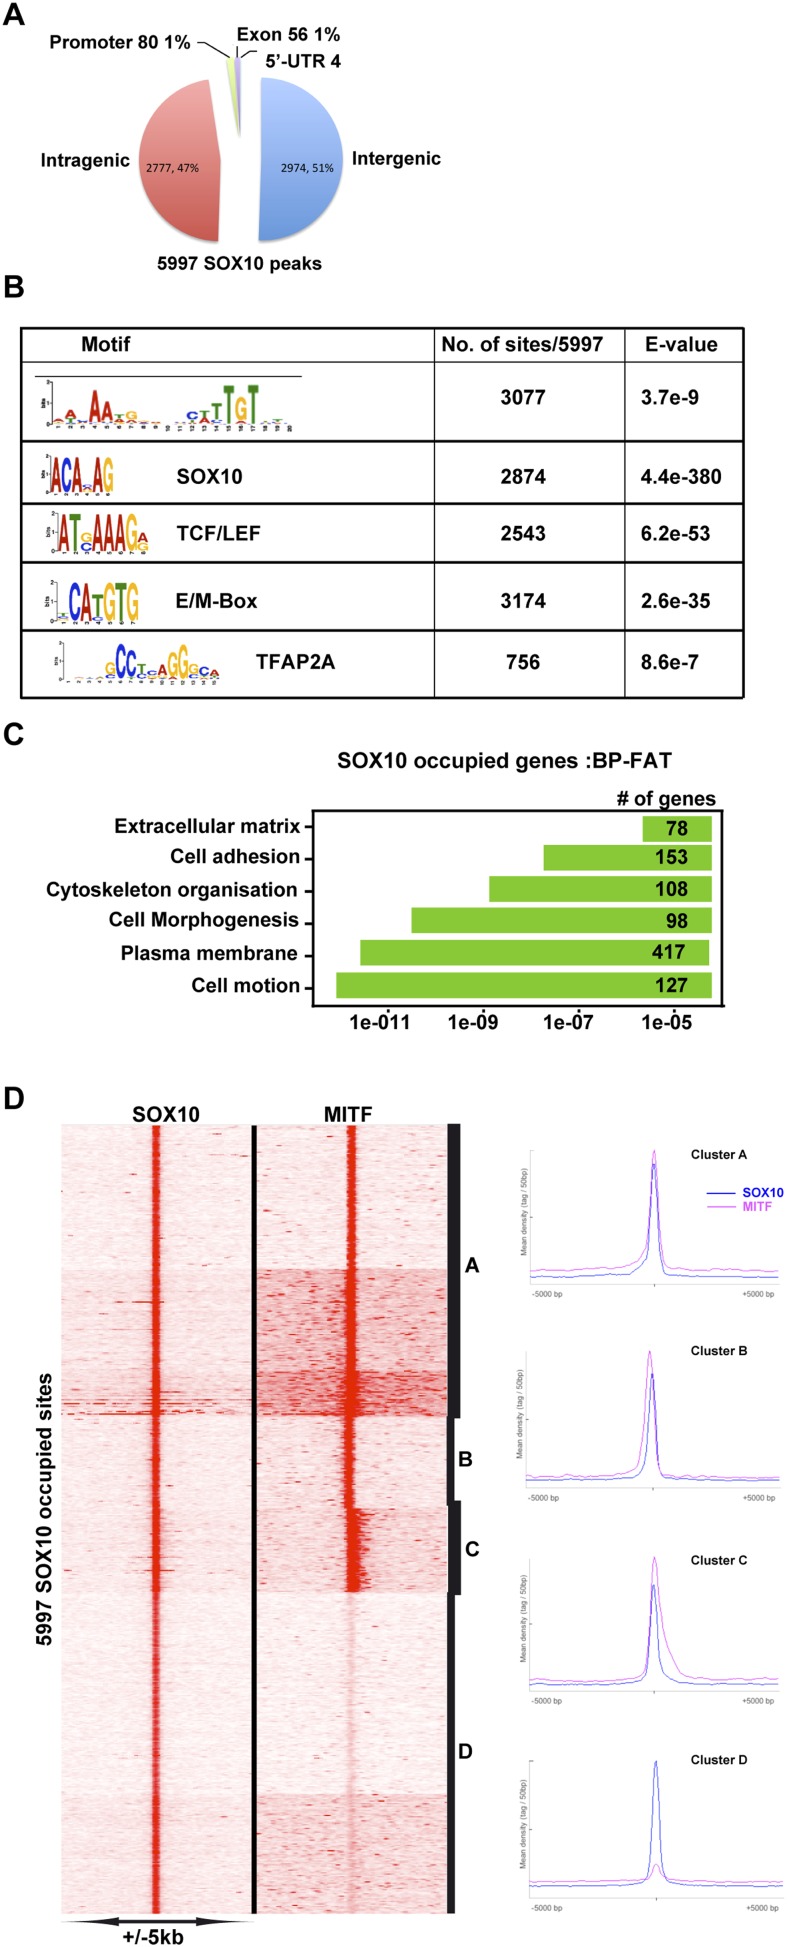
MITF co-localizes with SOX10. (**A**) Pie chart illustrating distribution of SOX10-occupied sites with respect to genomic features. (**B**) DNA sequence motifs at SOX10 occupied sites. (**C**) Ontology analysis of genes with associated SOX10 binding sites. (**D**) Clustering at SOX10 occupied sites illustrates co-localization with MITF. **DOI:** http://dx.doi.org/10.7554/eLife.06857.013

At co-occupied sites, MITF binds between two BRG1 peaks as observed at the *TYR* locus (Figure 6C). BRG1 peaks were either positioned almost symmetrically with respect to MITF or displayed shoulders of density either upstream or downstream presumably corresponding to additional, but less well-positioned BRG1-occupied nucleosomes (Figure 6C). Genes associated with co-occupied sites are involved in previously defined critical functions of MITF such as lysosome biogenesis (Ploper et al., 2015), pigmentation, cell cycle, apoptosis, and DNA damage response (Figure 6—figure supplement 1A, and Supplementary file 4). Co-occupied sites showed enrichment not only in E and M-boxes for MITF, but also in motifs for SOX10, CREB, and ETS1 (Figure 6—figure supplement 1B), TFs that may cooperate with MITF and BRG1 to regulate associated target genes. In addition, we also identified a set of 1065 TSS, where BRG1 occupies the nucleosomes flanking the TSS and MITF binds the NDR (Figure 6D). Genes associated with these promoters were involved in lysosome formation, cell cycle, and RNA processing and splicing (data not shown).

As the SOX10 motif was so highly represented at MITF-BRG1 sites and that it physically interacts with BRG1 complexes (Weider et al., 2012), we performed SOX10 ChIP-seq in 501Mel cells to profile its genomic occupancy. Almost 6000 SOX10-occupied sites were detected, but unlike MITF they were mainly located at distal regulatory elements with only around 80 sites at the proximal promoter. (Figure 6—figure supplement 2A). SOX10 recognition motifs were strongly enriched at SOX10 bound sites some of which were organised as degenerate palindromes (Figure 6—figure supplement 2B). Recognition motifs for TCF/LEF, MITF, and TFAP2A were also enriched at these sites. Genes associated with these sites were enriched in several ontology terms associated with cell motion/adhesion, cell morphogenesis and organisation (Figure 6—figure supplement 2C). We integrated the SOX10 data with that of MITF, BRG1, and H3K27ac. SOX10 and MITF co-occupied 3674 sites where MITF was located either 3′ or 5′ to SOX10 (Figure 6—figure supplement 2D). SOX10, MITF, BRG1, and H3K27ac were found at 1929 sites (Figure 7A, clusters A–D) while varying levels of SOX10, MITF and BRG1 were found at an additional ≈2000 sites (cluster E), whereas SOX10 and BRG1 co-occupied 1159 sites (cluster F) and 972 sites displayed essentially only SOX10 (cluster G). The above data define a specific organisation of MITF-associated regulatory elements (MAREs) where MITF alone or with SOX10 bind between two BRG1-bound nucleosomes. This analysis also defined 1929 MAREs at active melanocyte/melanoma enhancer elements associated with 1511 genes involved in pigmentation, cell motility and adhesion, actin cytoskeleton organisation, and signalling (Supplementary file 4).

**Figure 7.**
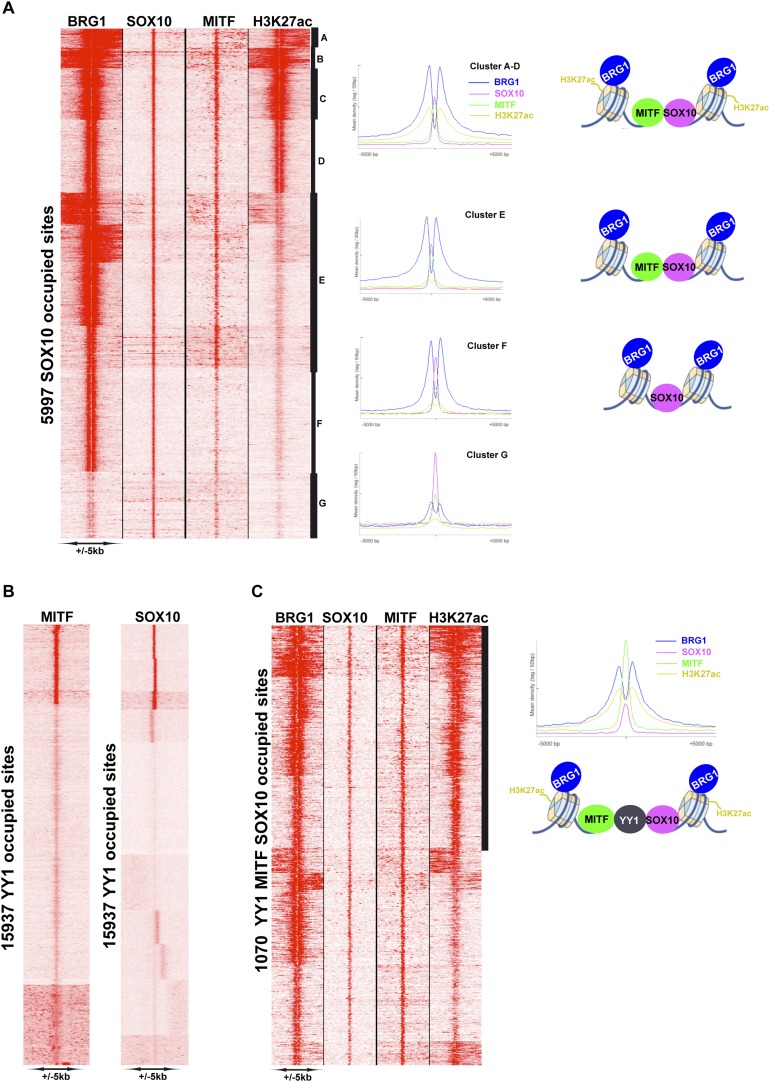
MITF, SOX10, and YY1 co-localize with BRG1. (**A**) Read density clustering illustrating regions of co-localization of the indicated factors and melanocyte H3K27ac. The meta-profiles for the indicated clusters are shown to the right illustrating the binding of MITF and SOX10 between the two BRG1-bound and H3K27ac-marked nucleosomes. The binding profiles are schematised on the right of the figure. (**B**) Co-localization of MITF and SOX10 on YY1-occupied sites. (**C**) Similar to panel **A**, read density clustering illustrates MAREs with co-localization of H3K27ac, BRG1, MITF, and SOX10 at YY1-bound regions. A meta-profile is shown to the right along with a schematic representation of these sites. **DOI:** http://dx.doi.org/10.7554/eLife.06857.014

**Figure 7—figure supplement 1.**
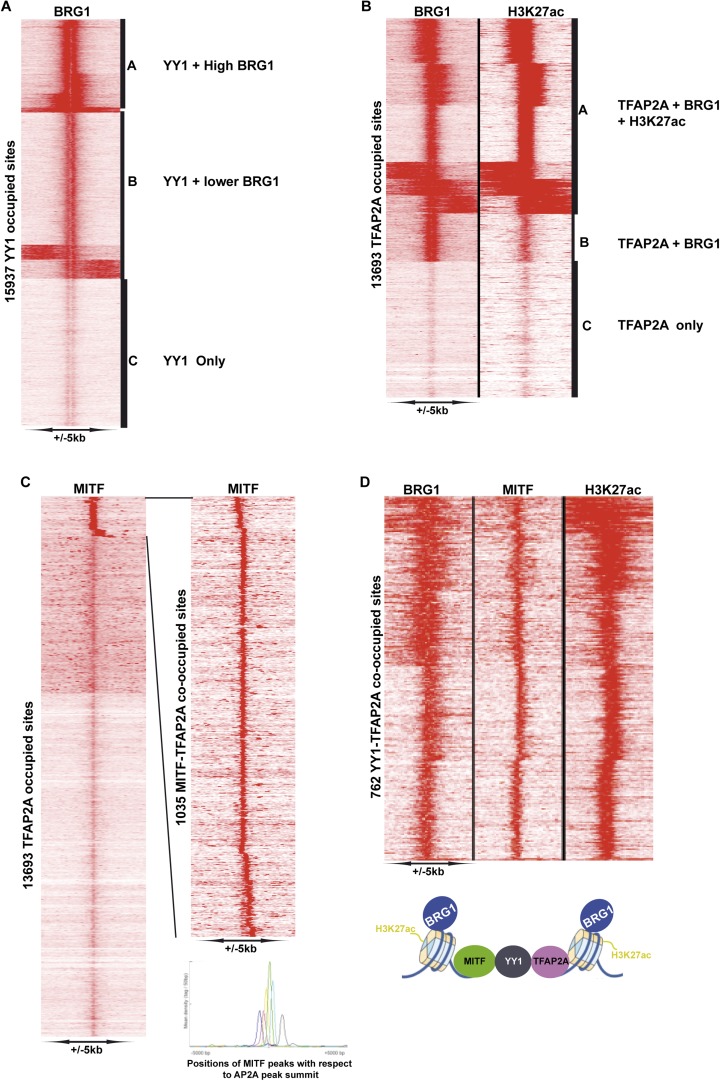
Identification of YY1-TFAP2A associated MAREs. (**A**) Clustering at YY1 occupied sites illustrates co-localization with BRG1. (**B**) Clustering at TFAP2A occupied sites illustrates co-localization with BRG1 and H3K27ac. (**C**) Identifcation of TFAP2A sites co-occupied by MITF. The re-clustering shown to the right illustrates that MITF may be localized at various distances up- or down-stream of TFAP2A. (**D**) Clustering identifies MAREs where MITF co-localizes with YY1, TFAP2A, BRG1, and H3K27ac. **DOI:** http://dx.doi.org/10.7554/eLife.06857.015

### Co-localization of MITF and BRG1 with YY1 and TFAP2A

We also found a large overlap between BRG1 and YY1 genome occupancy (Figure 7—figure supplement 1A). Despite the fact that YY1 ChIP-seq was performed in a distinct melanoma line (Li et al., 2012), we identified 2853 sites where YY1 co-localized with MITF and 3060 SOX10-YY1 co-occupied sites (Figure 7B). All three proteins co-localize at 1070 sites together with BRG1 and 530 of these sites are marked with H3K27ac (Figure 7C). These data define a set of MAREs comprising YY1, BRG1, MITF, and SOX10 located at active melanocyte/melanoma enhancers. These 530 MARES are associated with genes involved in pigmentation, melanocyte development, cell motion as well as apoptosis (data not shown).

TFAP2A is a TF involved in melanoma (Huang et al., 1998) and normal melanocyte function (Brewer et al., 2004; Van Otterloo et al., 2010) and co-localizes with MITF at promoters involved in pigment cell differentiation in primary human melanocytes (H Seberg, E van Otterloo, and RA Cornell, manuscript in preparation). In addition, TFAP2A binding motifs are enriched at BRG1 bound sites (Figure 5—figure supplement 1B). In agreement with this, of the 13,693 TFAP2A-bound sites in human melanocytes, 6432 sites co-localized with BRG1 and H3K27ac defining a large set of active TFAP2A-bound regulatory elements (Figure 7—figure supplement 1B). Also, at more than 1000 sites, MITF was located at varying distances 5′ or 3′ to TFAP2A, and YY1 and TFAP2A colocalized at 4819 sites (Figure 7—figure supplement 1C and data not shown). Integrative analysis identified 762 YY1-TFAP2A sites also occupied by BRG1 and MITF and marked by H3K27ac, defining a set of TFAP2A-YY1-containing MAREs (Figure 7—figure supplement 1D). Analysis of the genes associated with these MAREs showed enrichment in those involved in lumen organisation, melanosomes, and transcriptional regulation (data not shown).

### Genome-wide recruitment of BRG1 by MITF and SOX10

To determine whether MITF and/or SOX10 actively recruit BRG1 to the genome, we performed BRG1-ChIP-seq following siRNA-mediated silencing of MITF, SOX10 or siLuciferase (Luc) as control. At the *TYR* locus, siMITF silencing led to the specific loss of BRG1 at a promoter proximal site (* in Figure 8A), whereas at the upstream site where MITF co-localized with SOX10 little change was observed (arrowheads in Figure 8A). In contrast, siSOX10 and consequent loss of both SOX10 and MITF (see above), diminished BRG1 at all sites. Interestingly, BRG1 occupancy was observed throughout the region between these sites. siSOX10 silencing led to BRG1 loss across the entire region suggesting that it is recruited to the SOX10/MITF sites and then may spread across the locus. A similar situation was observed at the *CIT* locus encoding a MITF-regulated gene essential for cell cycle progression, with two downstream regulatory elements comprising MITF and SOX10 sites (* and arrowheads in Figure 8B). At both sites, BRG1 was strongly reduced upon siMITF or siSOX10 silencing. A global analysis identified sites showing a strong and preferential loss of BRG1 following, siSOX10 (clusters B and G–H, Figure 8C), siMITF (clusters E and F) or both, (cluster D), defining sites where MITF and SOX10 independently or cooperatively recruit BRG1 (Figure 8D). These data indicate that MITF and SOX10 actively recruit BRG1 either cooperatively or specifically to a large number of genomic loci.

**Figure 8.**
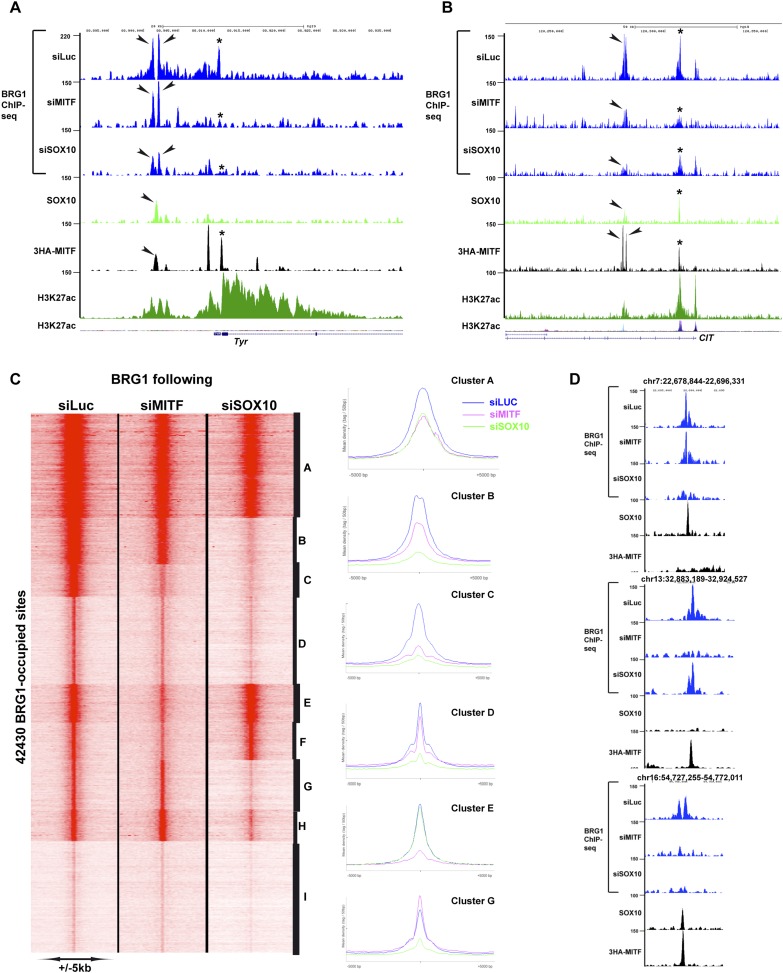
MITF and SOX10 actively recruit BRG1. (**A**) UCSC screenshots illustrating occupancy over the *TYR* locus and highlighting the selective recruitment of BRG1 by MITF and/or SOX10. * illustrates a region where BRG1 occupancy is diminished upon siMITF silencing, while the arrow indicates a region where BRG1 is lost upon siSOX10 silencing. (**B**) * illustrates a region where BRG1 occupancy is diminished upon siMITF silencing, while the arrow indicates a region where BRG1 is diminished upon both siMITF and siSOX10 silencing. (**C**) Read density clustering illustrating set of sites whose BRG1 occupancy is diminished following siMITF or siSOX10 silencing compared to siLuc. The meta-profiles of several representative clusters are shown to the right of the figure. (**D**) UCSC screenshots showing examples of BRG1 recruitment by SOX10 or MITF. **DOI:** http://dx.doi.org/10.7554/eLife.06857.016

**Figure 8—figure supplement 1.**
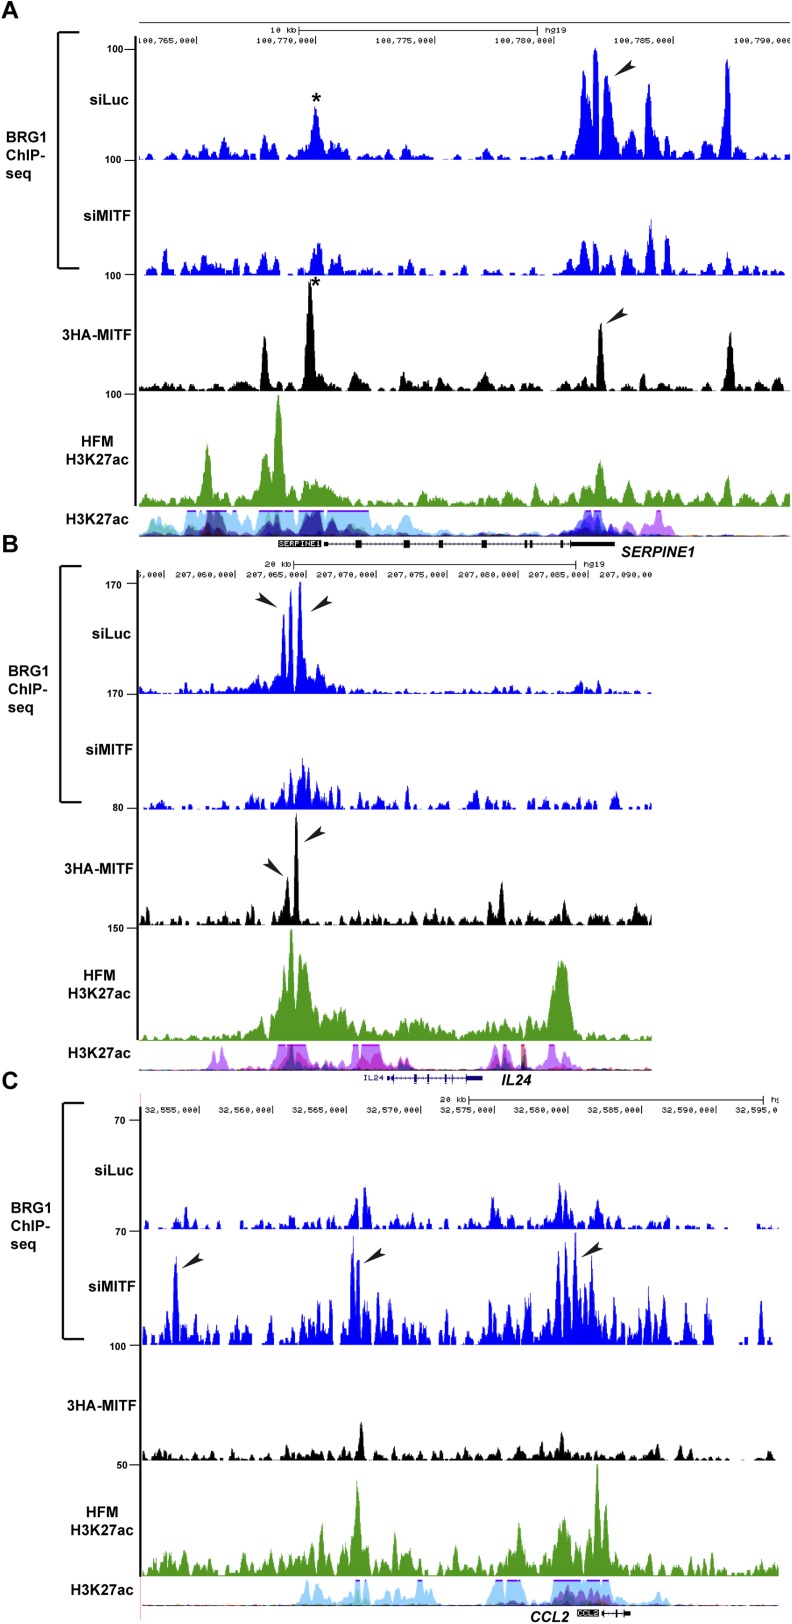
BRG1 and MITF repress gene expression. (**A**–**B**) UCSC screenshots illustrating that MITF recruits BRG1 to regulatory elements of the *SERPINE1* and *IL24* loci. BRG1 is diminished at these genes in siMITF-silenced cells where these genes are activated. (**C**) BRG1 re-localizes over the genome in siMITF senescent cells. UCSC screenshot illustrating that BRG1 occupancy is strongly increased over the *CCL2* locus in siMITF-silenced cells where this gene is strongly activated. **DOI:** http://dx.doi.org/10.7554/eLife.06857.017

While many genes associated with MAREs were down-regulated upon MITF silencing, MAREs may also be involved in gene silencing. Expression of SERPINE1 and IL24, two SASP components, was strongly up-regulated in senescent siMITF cells (see above). At both loci, BRG1 and MITF were present at either the promoter and/or distal regulatory regions and were lost upon siMITF coinciding with activation of their expression (Figure 8—figure supplement 1A–B). These observations suggest that BRG1 recruitment by MITF at these genes acts to silence their expression. Furthermore, BRG1 was re-localized over the genome to new sites during this process for example to *CCL2* that was strongly induced upon siMITF silencing (Figure 8—figure supplement 1C).

We also noted that different sequence motifs were enriched at MITF-bound sites associated with either up or down regulated genes (Figure 6—figure supplement 1C–D). In particular, we observed that nuclear receptor half sites were enriched at loci associated with both classes. The finding of nuclear receptor half sites associated with MITF is unexpected as little is known about nuclear receptor function in melanoma although a therapeutic role of LXRb agonists has been demonstrated (Pencheva et al., 2014). Nuclear receptors can therefore be added to the list of factors that may interact functionally with MITF.

We next investigated whether on the other hand MITF occupancy is affected by BRG1 silencing using Cl8 cells where BRG1 loss did not affect expression of ectopic 3HA-tagged MITF (see above). Anti-HA ChIP-qPCR at MITF sites not associated with BRG1 co-occupancy showed only a mild reduction in MITF occupancy (Figure 9A, group A). In contrast, at many co-occupied sites, BRG1 silencing resulted in a marked increase in MITF occupancy. This was observed for example at the *GPR110*, *UVRAG*, and *SOX6* loci (group B), where MITF binds to sites located between BRG1-bound nucleosomes (Figure 9B). Increased occupancy is not however seen at all co-occupied sites since at the *DCT* and *SOX10* loci MITF occupancy was not affected (group C). Thus, BRG1 regulates the dynamics of MITF binding to a subset of sites

**Figure 9.**
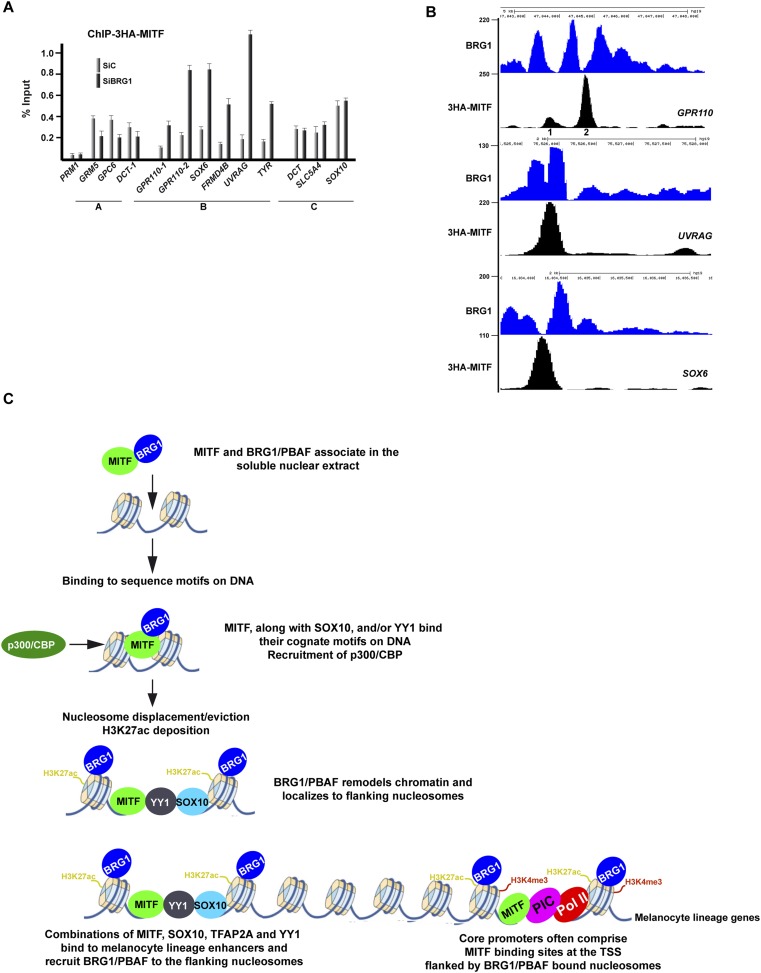
BRG1 controls dynamics of MITF binding. (**A**) ChIP-qPCR of 3HA-MITF in 501Mel-CL8 cells at the indicated loci following transfection with siLuc or siBRG1. The protamine 1 locus (PRM1) was used as a negative control. (**B**) UCSC screenshots illustrating binding of MITF between two BRG1-occupied nucleosomes at selected loci assayed by ChIP-qPCR in panel **A**. sThe GPR110-1 and GPR110-2 sites assayed in Panel **A** are indicated in panel **B**. (**C**) A model for regulatory elements in the melanocyte lineage. Melanocyte lineage enhancers comprise combinations of MITF, SOX10, YY1, and also TFAP2A and ETS1 (not represented for simplicity. Note also that Pol II and the PIC are present at active enhancers where enhancer RNAs are made. For simplicity these are also not represented.) bound to a nucleosome-depleted region. MITF but also these other factors recruit BRG1/PBAF to the nucleosomes flanking the combinations of transcription factors. BRG1/PBAF also occupies the nucleosomes flanking the TSS and a subset of these promoters further comprises a MITF binding site close to the TSS. **DOI:** http://dx.doi.org/10.7554/eLife.06857.018

## Discussion

### A complex network of protein interactions around MITF

A comprehensive characterisation of the MITF interactome revealed its association with multiple complexes, including PBAF and NURF, TFIIIC, cohesins and multiple enzymes of the ubiquitin cycle. TFE3, TFEB, and TFEC also co-purify with MITF raising the question of which sites are bound as MITF homodimers or MITF-TFE heterodimers and whether binding as homo- or heterodimers has functional consequences for transcription regulation. Mouse genetic studies have not revealed functions for the TFE factors in development of the melanocyte lineage (Steingrimsson et al., 2002), however their role in melanoma has not been fully evaluated.

A striking finding of our study is the interaction of MITF with multiple proteins involved in DNA damage and repair, suggesting that MITF may influence these processes. Nevertheless, we so far found no recruitment of MITF to DNA damage sites (unpublished observations), the significance of these interactions therefore remains to be determined. Similarly, MITF associates with TFIIIC suggesting that it may regulate Pol III transcription. Alternatively, the presence of cohesin subunits in the interactome suggests that MITF may associate with TFIIIC at ‘Extra TFIIIC’ sites that organise chromatin structure in association with the cohesin complex (Noma et al., 2006; Kirkland et al., 2013).

MITF also interacts with complexes involved in DNA replication. Assembly of DNA replication origins can be influenced by the presence of transcription regulatory elements and MYC that also interacts with MCM subunits, has been shown to directly influence DNA replication (Dominguez-Sola et al., 2007; Méchali, 2010). Perhaps MITF interaction with these replication complexes facilitates replication origin assembly at MITF-occupied sites thereby coupling replication with transcription regulation in a melanocyte-specific manner.

### A novel PBAF complex containing BRG1 and CDH7 is a cofactor for MITF

MITF interacts with BRG1, but the related Brahma (BRM) protein was not detected, although both proteins are expressed in 501Mel cells (Keenen et al., 2010). MITF interacts with a PBAF-like complex comprising CHD7. We have so far been unable to co-localize BRG1 and CHD7 by ChIP-seq due to the lack of ChIP-seq grade CHD7 antibodies (our unpublished data).

In 501Mel cells, BRG1 regulates an extensive gene expression programme including MITF and SOX10 whose expression is lost upon BRG1 silencing and cells undergo growth arrest and senescence characterised by a SASP similar to that seen upon MITF silencing. This requirement for BRG1 to drive a large gene expression programme required for melanoma cell proliferation in vitro contrasts with its tumour suppressor function in human cancers including melanoma (Hargreaves and Crabtree, 2011; Shain and Pollack, 2013; Bastian, 2014; Wang et al., 2014).

BRG1 is also essential in Hermes-3A cells and the overlapping gene expression changes suggest that BRG1 acts as an MITF cofactor in these cells. Nevertheless, while the impact of BRG1 silencing is less extensive than in 501Mel cells the changes in gene expression lead to senescence and eventual cell death. 

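SMARCA2 (ENSG00000080503), which encodes BRM, had 77.3 ± 2.87 CPM (SD, n = 3) in Hermes 3A cells with shSCR and 43.3 ± 2.19 CPM (SD, n = 3) in 501Mel cells with shSCR1, normalized together by TMM. Every Hermes 3A sample lay above every 501Mel sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), and a difference in library preparation between the lines cannot be told apart from the cell line. With shBRG1, normalized within each line, SMARCA2 went from 69.4 ± 2.09 to 64.3 ± 1.29 CPM in Hermes 3A cells (SD, n = 3 each), a log2 fold change of -0.11 (standard error 0.044, adjusted p = 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 501Mel cells it went from 50.6 ± 2.69 to 28.9 ± 0.584 CPM (SD, n = 3 each), a log2 fold change of -0.80 (standard error 0.055, adjusted p = 3.3e-12). The interaction of shBRG1 and cell line for SMARCA2 was -0.72 (standard error 0.071, adjusted p = 2.7e-11). The fall in Hermes 3A cells was no longer past an adjusted p of 0.05 with library sizes in place of TMM, where it was -0.0078. It was not past that adjusted p either without a filter on low counts (-0.11), with all groups of the line in one fit (-0.11) or with shBRG1 replicate 2, shBRG1 replicate 3 or shSCR replicate 1 left out. The paper raises a potential for redundancy between BRG1 and BRM that could account for the less extensive effect of BRG1 silencing in Hermes 3A cells, and states that this does not hold for 501Mel cells.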

As BRM is expressed in Hermes-3A cells, there is a potential for redundancy between BRG1 and BRM that could account for the less extensive effect, although it is important to note that this is not the case in 501Mel cells. BRG1 knockout in developing mouse melanocytes in vivo leads to complete loss of pigmentation and immunostaining failed to reveal the presence of Sox10 or Dct expressing cells in the hair follicle of the mutant animals. The absence of expression of these important markers indicates that there are no identifiable melanocytes in the *Smarca4*^mel−/−^ hair follicles. This together with the arrested proliferation and cell death seen in melanoma cells and melanocytes in vitro, indicate that loss of pigmentation most likely results from an absence of melanocytes in these animals. Together our data identify BRG1 as an essential MITF cofactor in melanoma and melanocyte/melanoblast cells in vitro and in vivo.

### BRG1-YY1-SOX10-TFAP2A-MITF co-localization defines sets of MAREs with a specific chromatin organisation

BRG1 binds extensively over the melanoma cell genome often at active H3K27ac-marked enhancers consistent with previous reports (Hu et al., 2011). Nevertheless, we describe here a novel profile where BRG1 often binds as two peaks separated by 250–800 base pairs. These BRG1 sites define two classes of elements. The first is a subset of TSS, where BRG1 occupies the nucleosomes flanking the NDR with the Pol II pause site located immediately 5′ of the +1 nucleosome. This specific positioning of BRG1 at the TSS was not noted in several previous ChIP-seq studies (De et al., 2011; Euskirchen et al., 2011; Ho et al., 2009; Hu et al., 2011; Yu et al., 2013; Morris et al., 2014), however, Tolstorukov et al. (2013) reported that BRG1 occupies the nucleosomes flanking the TSS. Tolstorukov et al. also reported that inactivation of BRG1 does not affect the positioning of these two nucleosomes, but rather elicits a strong reduction in their occupancy. Nevertheless, the overall meta-profiles presented by Tolstorukov et al., analogous to that reported here, overlooked two important features: (1) that many promoters show BRG1 occupancy of only the −1 or +1 nucleosome, and (2) that −1 or +1 nucleosome location is variable (Fenouil et al., 2012).

The second class corresponds to TF binding sites in promoter and enhancer elements. The observed variability in distances separating the BRG1-bound nucleosomes likely reflects the number of TFs bound in the intervening regions. For example, combinations of MITF, SOX10, YY1, TFAP2A as well as other TFs such as ETS1 bind between two BRG1-bound nucleosomes. At many of these sites the BRG1-bound nucleosomes are also marked by H3K27ac, thus defining MAREs active in regulating melanocyte lineage gene expression. As SOX10, YY1, TFAP2A, and ETS1 all have important roles in melanocytes and/or melanoma, the MAREs identified here define a combinatorial signature of TFs critical for gene regulation in this lineage (Figure 9). This is further underlined by the recent finding that a combination of MITF, SOX10, and PAX3 can reprogram fibroblasts into functional melanocytes (Yang et al., 2014). Ondrusova et al. reported an MITF-independent pro-survival role for BRG1 in melanoma cells (Ondrušová et al., 2013). This observation is in agreement with our findings that BRG1 silencing affects expression of many more genes than MITF and that the binding motifs for a variety of factors other than MITF are enriched at BRG1-occupied sites. 

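In 501Mel cells shBRG1 changed 8024 genes and shMITF 1592, but the shBRG1 comparison had 3 replicates per group and the shMITF comparison 2. With replicates 1 and 2 only, as for shMITF, shBRG1 down-regulated 3745 and up-regulated 4566 genes, against 602 and 990 with shMITF. The spread between replicates differed too, with edgeR's common biological coefficient of variation at 4.65% with shBRG1 and 17.4% with shMITF. Counted without a p-value, over genes with at least 10 counts in every sample of the comparison, 5245 genes with shBRG1 and 1698 with shMITF had an absolute log2 fold change over 1. The knockdowns differed in strength as well. Normalized together, SMARCA4 had 185.6 CPM with shSCR1 and 37.9 CPM with shBRG1 (means, n = 3 each). MITF had 1117 CPM with shSCR2 and 520 CPM with shMITF (means, n = 2 each). The log2 fold change of MITF was lower with shBRG1 than with shMITF, by -0.46 (adjusted p = 0.010, edgeR's quasi-likelihood test). Whether a stronger loss of MITF would change more genes was not tested.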

BRG1 is likely therefore to act as a cofactor for many other TFs accounting for its MITF-independent functions.

Our data are consistent with the idea that MITF and other combinations of TFs bind the DNA between two BRG1-occupied and H3K27ac-marked nucleosomes. Such an organisation has been previously proposed based on extensive ChIP-seq profiling by the Encode consortium showing that TF binding sites are often combinatorial and correspond to GC-rich, DNaseI hypersensitive NDRs flanked by two positioned nucleosomes (Wang et al., 2012). Our data support this idea through the identification of combinatorial MAREs and they extend it by showing that the nucleosomes flanking the TF binding sites are often bound by BRG1 and marked with H3K27ac (Figure 9). These regulatory elements show an analogous organisation to that of the TSS that also comprise a NDR encompassing variable numbers of TF binding sites and the PIC, flanked by BRG1-bound nucleosomes. Although examples of association between BRG1 and TFs have been previously described (Trotter and Archer, 2008; Reisman et al., 2009; Euskirchen et al., 2011), this specific configuration of BRG1 binding to nucleosomes flanking the TF binding sites has not been generally recognised. In yeast, it has however been reported that TF binding sites are rather flanked by nucleosomes bound by ISWI and CHD remodellers (Zentner et al., 2013).

While there have been many examples of co-localization between BRG1 and TFs, this is the first description of active genome-wide BRG1 recruitment. siRNA-mediated MITF or SOX10 silencing identified sites to which BRG1 was recruited either individually or cooperatively by these TFs. Moreover, we show that MITF associates with PBAF in the soluble nuclear fraction suggesting that they form a complex in the nucleoplasm and are recruited simultaneously to the chromatin to create the NDRs (Figure 9C).

Chromatin remodelling has been shown to facilitate TF binding, a good example being that of TAL1 where BRG1 repositions nucleosomes flanking its binding sites (Hu et al., 2011). In contrast, we observed that MITF occupancy of many co-occupied sites either shows little change or is increased following siBRG1 silencing suggesting that BRG1 regulates the dynamics of MITF binding. TF binding to chromatin is often extremely dynamic with ChIP capturing only a snapshot of their occupancy (Voss and Hager, 2014). The increased MITF occupancy seen in ChIP upon BRG1 silencing suggests an increase in its time of residence at occupied sites.

Several mechanisms may explain the increased MITF binding upon BRG1 loss. The human genome comprises many more consensus E-box elements than are occupied by MITF. The excess of consensus as well as degenerate E-boxes could potentially act as a sink thus limiting the pool of MITF for binding to functional sites. One function of BRG1-driven dynamics may therefore be to limit MITF sequestration at non-functional sites and ensure a pool of MITF for binding to functional sites. Alternatively, BRG1 may be required to establish the NDRs for MITF binding, for example after mitosis, or at specific stages of the cell cycle. As siBRG1 cells are post-mitotic and senescent, the increased MITF occupancy may reflect a new steady state where MITF remains more stably bound to the NDRs established while BRG1 was still present compared to cycling cells where the NDRs are established and erased in a more dynamic manner. Irrespective of the underlying causes, our results indicate that BRG1 regulates dynamic MITF interactions with chromatin.

## Materials and methods

### Generation of 501Mel cells stably expressing F-H-MITF

501Mel cells cultured in RPMI 1640 medium (Sigma, St Louis, MO, USA) supplemented with 10% fetal calf serum (FCS) were transfected with a CMV-based vector expressing Flag-HA-tagged MITF and a vector encoding puromycin resistance. Transfected cells were selected with puromycin (3 μg/ml), and the expression of MITF verified by western blot using the MITF antibody ab-1 (C5) from Neomarkers, the 12CA5 HA antibody (Roche, Basel, Switzerland), or the M2 Flag antibody (Sigma). Details of other cell culture are provided in Supplementary information. Hermes 3A cells were obtained from the University of London St Georges repository.

### Tandem immunoaffinity purification and mass-spectrometry

Cell extracts were prepared essentially as previously described and subjected to tandem Flag-HA immunoprecipitation (Drané et al., 2010). Cells were lysed in hypotonic buffer (10 mM Tris–HCl at pH 7.65, 1.5 mM MgCl_2_, 10 mM KCl) and disrupted by Dounce homogenizer. The cytosolic fraction was separated from the pellet by centrifugation at 4°C. The nuclear soluble fraction was obtained by incubation of the pellet in high salt buffer (final NaCl concentration of 300 mM) and then separated by centrifugation at 4°C. To obtain the nuclear insoluble fraction (chromatin fraction), the remaining pellet was digested with micrococcal nuclease and sonicated. Tagged proteins were immunoprecipitated with anti-Flag M2-agarose (Sigma), eluted with Flag peptide (0.5 mg/ml), further affinity purified with anti-HA antibody-conjugated agarose (Sigma), and eluted with HA peptide (1 mg/ml). The HA and Flag peptides were first buffered with 50 mM Tris–HCl (pH 8.5), then diluted to 4 mg/ml in TGEN 150 buffer (20 mM Tris at pH 7.65, 150 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 0.01% NP40), and stored at −20°C until use. Between each step, beads were washed in TGEN 150 buffer. Complexes were resolved by SDS-PAGE and stained using the Silver Quest kit (Invitrogen, La Jolla, CA, USA). Mass-spectrometry was performed at the Taplin Biological Mass Spectrometry Facility (Harvard Medical School, Boston, MA).

### Cell culture and lentiviral infections

Melanoma cell lines SK-Mel-28 and 501Mel were grown in RPMI 1640 medium (Sigma) supplemented with 10% FCS. 293T cells were grown in Dulbecco's modified Eagle's medium supplemented with 10% FCS and penicillin/streptomycin (7.5 μg/ml). Hermes-3A cells were grown in RPMI 1640 medium (Sigma) supplemented with 10% FCS, 200 nM TPA, 200 pM cholera toxin, 10 ng/ml human stem cell factor (Invitrogen), 10 nM endothelin-1 (Bachem, Bubendorf, Switzerland), and penicillin/streptomycin (7.5 μg/ml). All lentiviral shRNA vectors were obtained from Sigma (Mission sh-RNA series) in the PLK0 vector. The following constructs were used. shBRG1 (TRCN0000015549) and shMITF (TRCN0000019119). In each case between 5 × 10^5^ and 1 × 10^6^ cells were infected with the indicated shRNA lentivirus vectors and all experiments were performed at least in triplicate. siRNA knockdowns were performed with the corresponding ON-TARGET-plus SMARTpools purchased from Dharmacon Inc. (Chicago, Il., USA). Control siRNA directed against luciferase was obtained from Eurogentec (Seraing, Belgium). siRNAs were transfected using Lipofectamine RNAiMax (Invitrogen).

### Transfections, extract preparation and antibodies

Transient and stable transfections were performed with 5 μg of expression vectors and using FuGENE 6 reagent (Roche) following the manufacturer's instructions. Medium was replaced 24 hr and cells were collected 48 hr after transfection. Cells lysis was performed using LSDB 500 buffer (500 mM KCl, 25 mM Tris at pH 7.9, 10% glycerol, 0.05% NP-40, 1 mM DTT, and protease inhibitor cocktail). Up to 3 mg of whole cell extracts were diluted in LDSB without KCl to obtain a final concentration of 100 mM KCl and incubated for 12 hr with 5 μg of specific antibody and 50 μl Slurry of protein-G sepharose (GE Healthcare). Beads were washed 3 times in LSDB 300, twice in LSDB 150, and boiled in Laemmli buffer before protein separation by SDS–PAGE. For flag immunoprecipitations, extracts were incubated with 50 μl Slurry of Anti-Flag M2-agarose affinity gel (Sigma) and washed similarly prior to elution with Flag peptide (0.5 mg/ml). Immunoblots were performed with the following antibodies: MITF (MS-771-P; Interchim), BRG1 (ab110641; Abcam, Cambridge, UK), HERC2 (612366; BD Transduction Laboratories, Sparks, MD), USP11 (3263-1; Epitomics, Burlingame, CA), USP7 (#4833; Cell Signaling, Danvers, MA), TRRAP (2TRR-2D5; IGBMC), NEURL4 (sc-243603; scbt, Santa Cruz, CA), actin (2D7; IGBMC), XRCC6 (sc-17789; scbt), XRCC5 (sc-5280; scbt), BAF170 (A301-038A; Bethyl Laboratories, Montgomery, TX), BAF155 (sc-10756; scbt), BAF250A (sc-373784; scbt), BAF250B (sc-32762; scbt), BAF200 (ab56082; Abcam), BAF53A (ab131272; Abcam), CHD7 (ab31824; Abcam), BAF180 (ab137661; Abcam), BAF60A (#611728; BD Transduction Laboratories), BAF60B (ab166622; Abcam), SOX10 (ab155279; Abcam), CREB (#06-863; Upstate Millipore, Molsheim, France).

### Mice and genotyping

The *Smarca4*^lox/lox^ and *Tyr::Cre* strains have been described previously (Indra et al., 2005; Delmas et al., 2003). Genotyping of F1 offspring was carried out by PCR analysis of genomic tail DNA with primers detailed in the respective publications. All animals were handled according to institutional and national guidelines and policies.

### Chromatin immunoprecipitation and sequencing

BRG1 ChIP experiments were performed on native Mnase-digested chromatin. 5 × 10^7^ to 5 × 10^8^ freshly harvested 501Mel cells were resuspended in 2 ml ice-cold hypotonic buffer (0.3M Sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EDTA, 15 mM Tris–HCl [pH 7.5], 0.5 mM DTT, 0.1 mM PMSF, protease inhibitor cocktail) and cytoplasmic fraction was released by incubation with 2 ml of lysis-buffer (0.3M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EDTA, 15 mM Tris–HCl [pH 7.5], 0.5 mM DTT, 0.1 mM PMSF, PIC, 0.5% (vol/vol) IGEPAL CA-630) for 10 min on ice. The suspension was layered onto a sucrose cushion (1.2 M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EDTA, 15 mM Tris–HCl [pH 7.5], 0.5 mM DTT, 0.1 mM PMSF, PIC) and centrifuged for 25 min at 4700 rpm in a swing rotor. The nuclear pellet was resuspended in digestion buffer (0.32M sucrose, 50 mM Tris–HCl [pH 7.5], 4 mM MgCl_2_, 1 mM CaCl_2_, 0.1 mM PMSF) and subjected to Micrococcal Nuclease digestion for 5 min at 37°C. The reaction was stopped by addition of EDTA and suspension chilled on ice for 10 min. The suspension was cleared by centrifugation at 10,000 rpm (4°C) for 10 min and supernatant (chromatin) was used for further purposes. Chromatin was digested to around 80% of mono-nucleosomes as judged by extraction of the DNA and agarose gel electrophoresis. SOX10 and 3HA-MITF ChIP experiments were performed on 0.4% PFA-fixed chromatin isolated from 501Mel and Cl8 cells, respectively according to standard protocols as previously described (Strub et al., 2011). ChIP-seq libraries were prepared as previously described and sequenced on the Illumina Hi- seq2500 as single-end 50-base reads (Herquel et al., 2013). After sequencing, peak detection was performed using the MACS software ([Zhang et al., 2008] http://liulab.dfci.harvard.edu/MACS/). Peaks were then annotated with GPAT (Krebs et al., 2008) using a window of ±10 kb (or as indicated in the figures) relative to the transcription start site of RefSeq transcripts. Global clustering analysis and quantitative comparisons were performed using seqMINER ([Ye et al., 2011] http://bips.u-strasbg.fr/seqminer/) and R (http://www.r-project.org/). The public human foreskin melanocyte H3K27ac data were taken from the Geo entry GSM958157.

De novo motif discovery on FASTA sequences corresponding to windowed peaks was performed using MEME-ChIP. Motif correlation matrix was calculated with in-house algorithms using JASPAR database.

### mRNA preparation, quantitative PCR and RNA-seq

mRNA isolation was performed according to standard procedure (Qiagen kit, Venlo, Holland). qRT-PCR was carried out with SYBR Green I (Qiagen) and Multiscribe Reverse Transcriptase (Invitrogen) and monitored by a LightCycler 480 (Roche). Detection of Actin gene was used to normalize the results. RNA-seq was performed essentially as previously described (Herquel et al., 2013). Gene ontology analyses were performed using the functional annotation clustering function of DAVID (http://david.abcc.ncifcrf.gov/). Primers for RT-qPCR and ChIP-qPCR were designed using Primer 3 and are listed in Supplementary file 5.

### Motif analysis

Searching of known TF motifs from the Jaspar 2014 motif database at BRG1-bound sites was made using FIMO (Grant et al., 2011) within regions of 200 bp around peak summits, FIMO results were then processed by a custom Perl script which computed the frequency of occurrence of each motif. To assess the enrichment of motifs within the regions of interest, the same analysis was done 100 times on randomly selected regions of the same length as the BRG1 bound regions and the results used to compute an expected distribution of motif occurrence. The significance of the motif occurrence at the BRG1-occupied regions was estimated through the computation of a Z-score (z) with z = (x − µ)/σ, where: − x is the observed value (number of motif occurrence), − µ is the mean of the number of occurrences (computed on randomly selected data), − σ is the standard deviation of the number of occurrences of motifs (computed on randomly selected data). The source code is accessible at https://github.com/slegras/motif-search-significance.git.

### Immunostaining

Biopsies of dorsal skin were isolated and fixed overnight in 4% paraformaldehyde, washed with PBS, dehydrated, paraffin embedded, and sectioned at 5 μm. For antigen retrieval, the sections were incubated with 10 mM sodium citrate buffer, within a closed plastic container placed in a boiling waterbath, for 20 min. Sections were permeabilised with 3 × 5 min 0.1% Triton in PBS, blocked for 1 hr in 5% skim milk in PBS, and incubated overnight in 5% milk with primary antibodies. The following antibodies were used: goat anti-Dct at dilution of 1/1000 (Santa Cruz Biotechnology, sc-10451) and rabbit anti-Sox10, at 1/2000 (Abcam, ab155279). Sections were washed 3 × 5 min 0.1% Triton in PBS, and incubated with secondary antibodies, Alexa 488 donkey-anti-goat, and Alexa 555 donkey-anti-rabbit (Invitrogen) for 2 hr. Sections were subsequently incubated with 1/2000 Hoechst nuclear stain for 10 min, washed 3 × 5 min in PBS, dried and mounted with Vectashild.

### Senescence-associated β-galactosidase assay

The senescence-associated β-galactosidase staining kit from Cell signaling technology (Beverly, MA, USA) was used according to the manufacturer's instructions to histochemically detect β-galactosidase activity at pH 6.

How the deposited data were processed for this re-analysis (not part of the article)

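RNA-seq was read from 19 samples in 7 groups: 501Mel cells with shSCR1 or shBRG1 (3 replicates each) and with shSCR2 or shMITF (2 replicates each), and Hermes 3A cells with shSCR, shBRG1 or shMITF (3 replicates each). The group and replicate number of each sample were taken from the sample labels and the paper. The authors made libraries from total RNA depleted of ribosomal RNA, with a step by a duplex-specific nuclease that lowers the most abundant cDNAs, and the authors deposited raw read counts per Ensembl gene, one set of counts per replicate, without normalization or filtering on expression that the values show. The paper refers to an earlier publication for the RNA-seq protocol, and its text does not name the aligner, the program that counted reads, the genome build, the annotation release or the program that tested genes. It states its thresholds, an adjusted p under 0.05 and a log2 fold change over 1, and these were used here. The list of genes differs between groups, and each comparison used the genes listed for both of its groups. For shMITF in Hermes 3A cells these were 33619 genes, with 414 more listed only for shMITF, with 315 counts in all, and 8605 only for shSCR, with no counts.

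Between 29158502 and 78857900 reads per sample were counted on genes. Of 44717 gene identifiers listed for any sample, 40913 were matched to a symbol in a reference table of gene names, 168 through the paper's supplement and 3636 had none. Gene lengths, GC content, gene types and the coordinates printed for a few genes came from GENCODE 29 on GRCh38 by Ensembl identifier, and no coordinates of the authors were used with them.

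Each of the 4 comparisons (shBRG1 against shSCR1 and shMITF against shSCR2 in 501Mel cells, shBRG1 and shMITF each against shSCR in Hermes 3A cells) was fitted with only its own groups in edgeR 4.0.16 on R 4.3.3: TMM normalization, the filterByExpr filter with the group, a robust quasi-likelihood fit (glmQLFit) and glmQLFTest, with Benjamini-Hochberg adjusted p-values. Standard errors of log2 fold changes are the size of the fold change divided by the square root of the F statistic. Differences between effects (between cell lines for the same knockdown, and between shBRG1 and shMITF in 501Mel cells) were tested as contrasts in one fit of the samples concerned. CPM values are TMM-normalized within each comparison, so that they are not comparable between comparisons, except where a passage says that groups were normalized together. Shares of overlapping genes were tested by two-sided Fisher's exact tests over the genes that could have been called in both comparisons. The median log2 fold change of a gene list was set against 10000 random lists of the same size matched on mean expression in 20 bins. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.

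The genes named in the text were set by a rule before the data were examined: the genes the paper names for the RNA-seq, the SASP lists of Figure 3—figure supplement 1A and the genes of Figure 3B. To these the rule added, for each comparison, the 3 up-regulated and the 3 down-regulated genes with the largest change among called genes that have a symbol, at least 100 counts per sample on average in the group where they are higher, and every knockdown sample on one side of every control sample. ACTB was added after the data were seen, and some genes that the rule selects are not reported here. Lists for pigmentation, angiogenesis and cell division came from the paper's ontology tables, and the cholesterol biosynthesis list was written by hand.

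The code was tested on simulated data drawn from the real means and library sizes, with 200 genes changed by a log2 fold change of 2. The 4 comparisons recovered 200, 193, 200 and 192 of them, in the order 501Mel shBRG1, 501Mel shMITF, Hermes 3A shBRG1 and Hermes 3A shMITF, and called 1, 12, 4 and 4 unchanged genes. The interaction recovered 200 and called 8 unchanged genes. A list of 100 changed genes lay at the 100.0 percentile of random lists, and a random list of that size at 75.3. In the simulated data as many genes rose as fell, and genes with low counts were not changed. With shBRG1 in 501Mel cells 8024 of 20514 genes were called. The simulation therefore does not test TMM under so many changes, or calls on low counts.

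The alternatives tried were DESeq2 1.42.0 with its size factors, library sizes in place of TMM, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, all groups of the cell line in one fit, both scramble groups of 501Mel cells pooled, replicates 1 and 2 only for shBRG1 in 501Mel cells, each replicate left out in turn, edgeR's glmTreat against an absolute log2 fold change of 1, no fold-change threshold, only genes listed for all Hermes 3A groups, and a match of the paper's lists by symbol. The replicate numbers pair the samples only if samples with the same number were handled together, which the paper's text does not state. ChIP-seq, siRNA experiments, RT-qPCR and immunoblots were not analysed here.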

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

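The tests of knockdown strength, and the test of normalization for the number of changed genes, were chosen only after the result had been seen.

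The effect of shBRG1 differed between the cell lines. In one fit of the 12 samples, 5834 of 21697 genes had an interaction of shBRG1 and cell line past an adjusted p of 0.05 and an absolute difference of 1 on the log2 scale (edgeR's quasi-likelihood test), 3224 of them lower and 2610 higher in 501Mel cells. A set of 28 genes followed in both lines was taken from Figure 3B, with SOX10 and SMARCA2 added. Of these, 23 had an interaction with an adjusted p under 0.05, the highest being 0.0031. The log2 differences (501Mel minus Hermes 3A) of MITF, SOX10 and SMARCA2 were -1.15, -2.07 and -0.72. MITF and SOX10 were lower in all 3 shBRG1 samples than in all 3 scramble samples of each line. The other genes lower in 501Mel cells were CDK2 (-2.07), NUF2 (-1.06), LIG1 (-1.45), SPC25 (-0.48), NOV (-1.53), TYR (-3.11), DCT (-1.83), TYRP1 (-2.84), PMEL (-2.30), MET (-1.80), MLANA (-2.20), TRPM1 (-1.76), EDNRB (-0.81), BCL2 (-0.82), USP11 (-1.00) and SMARCC2 (-1.21). Higher in 501Mel cells were CENPO (0.49), CYR61 (4.19), CTGF (3.71) and IL8 (0.65). Other genes of the SASP lists were not among the 28. Of these, PDGFA (2.39), PDGFC (1.56), LIF (0.76), BDNF (1.02) and FGF1 (1.14) were also higher with an adjusted p under 0.05. So were IL16 (0.40), IL24 (2.85), VEGFC (1.10), DKK1 (3.97) and SERPINB2 (4.97). PDGFD was lower (-1.37), and PDGFB, IL10 and IL11 were not past that adjusted p.

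Knockdown strength was compared through SMARCA4 itself, whose log2 fold changes in the lines differed by -0.0067, so a weaker knockdown in Hermes 3A cells was not seen, and the sign of this small difference changed under several alternatives. With every sample thinned to the smallest library, shBRG1 still changed 5.11 times as many genes in 501Mel as in Hermes 3A cells. Without any p-value, which sets aside the spread between replicates, the ratio was 4.93, and with library sizes in place of TMM normalization it was 5.06. The SOX10 difference was -2.05 after thinning, and the MITF difference was -0.87 with library sizes only. Of 100 labelings drawn within the lines, 18 part as many same-numbered pairs as the real one. Of these, 4 gave as many interaction genes, the real one included. The other labelings drawn part fewer same-numbered pairs. All 6 of the 100 labelings with as many genes kept the real 501Mel groups and differed in the Hermes 3A groups at most. The 10 labelings that kept the 501Mel groups gave from 5433 to 6582 genes, and those that regrouped the 501Mel samples at most 163. The number of interaction genes therefore rests on the 501Mel samples, and how the Hermes 3A samples are grouped does not change it by much. The values above argue against a weaker knockdown, library size, replicate spread and normalization as the source of the larger number of changed genes. For the further falls, they argue against a weaker knockdown, against library size for SOX10 and against normalization for MITF. A difference in library or sequencing batch between the lines coincides with the cell line and was not tested. A dependence of the response to BRG1 loss on the cell line may be offered only as a hypothesis. Such a dependence, with MITF and SOX10 falling further in 501Mel cells, cannot be told apart from that difference in batch.

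For shMITF, 509 of 19284 genes had an interaction with the cell line past the same thresholds, 124 lower and 385 higher in 501Mel cells. The 501Mel groups have 2 samples each. No technical or biological explanation was tested for this interaction.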

How the results depend on the processing

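The alternatives were chosen before the data were examined, except the minimum of 10 counts in every sample for the tests of differences between effects, which was added after. The cause of a change was not tested for any result in this part.

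Under every alternative run, the overlap of down-regulated genes (51.1 to 78.0% in 501Mel and 18.4 to 47.8% in Hermes 3A cells) and of up-regulated genes (34.8 to 51.9% and 10.5 to 37.0%) stayed above that of other genes with p under 0.05. So did the median of ZNF genes with shBRG1 in 501Mel cells (0.68 to 1.15) above the middle 95% of random lists, those of pigmentation (-0.46 to -0.34) and cholesterol genes (-0.58 to -0.46) with shBRG1 in Hermes 3A cells below random lists, and the difference of the SOX10 effects in 501Mel cells (-2.06 to -1.66). The share of MARE genes down-regulated by shMITF (1.19 to 18.3%) stayed above that of other genes, and 14 to 17 SASP genes were up-regulated by shBRG1.

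Numbers of genes are given as down- and up-regulated. Without a fold-change threshold they were 8022 and 8442 for shBRG1 and 1862 and 1775 for shMITF in 501Mel cells, and 4934 and 4862 for shBRG1 and 1510 and 1296 for shMITF in Hermes 3A cells. With glmTreat they were 82 and 141 for shMITF in 501Mel cells, 244 and 358 for shBRG1 and 102 and 83 for shMITF in Hermes 3A cells. With at least 10 counts in every sample, 2567 genes were up-regulated by shBRG1 in 501Mel and 634 in Hermes 3A cells. For shMITF in 501Mel cells, all groups of the line in one fit gave 922 and 1596, and pooled scramble controls 248 and 327. SASP genes up-regulated by shMITF numbered 7 with at least 10 counts in every sample, 6 with pooled scramble controls and 9 with glmTreat. The interaction of shBRG1 and cell line had 3560 genes with at least 10 counts in every sample, and that of shMITF had 904 with DESeq2.

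The shares of down- and up-regulated genes on the paper's BRG1-bound lists were 31.7% and 10.6% without a filter, 40.8% and 17.5% with at least 10 counts in every sample, 34.5% and 10.4% with pooled scramble controls, 39.1% and 14.7% with glmTreat, 16.9% and 6.94% without a fold-change threshold, and 34.5% and 11.9% matched by symbol. With library sizes only, 9.46% of the up-regulated genes were listed.

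Across the fits that each left out one replicate, shMITF in Hermes 3A cells down-regulated 354 to 898 and up-regulated 236 to 692 genes, the listed shares were 35.2 to 35.9% and 12.1 to 12.9%, and the interaction of shMITF had 196 to 803 genes. For shMITF in 501Mel cells, leaving out a replicate leaves 1 sample in a group, so no calls were made. For the 4 comparisons, the paired fits with the replicate block changed none of the numbers of down- and up-regulated genes by more than 1.5 times. The interactions were not fitted with a block.

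Among single genes, 1763 values were computed under alternatives: 1642 kept their direction and their side of an adjusted p of 0.05, 62 were weaker, 25 stronger, 6 moved by more than the replicates' SD without a test, and 28 changed sign. With pooled scramble controls the log2 fold changes with shMITF in 501Mel cells were -1.06 for IL8, -1.65 for IL11, -0.64 for IL24, -0.26 for TYR, 0.29 for SMARCA4 and 0.059 for SPC25, and that of CENPO with shBRG1 was -0.36. Without a filter CENPO was at -0.011, and with a replicate left out at -0.026 to 0.027. With library sizes only, shBRG1 gave 0.083 for TERT and 0.027 for SHC4 in 501Mel cells, and 0.044 for LIG1 and 0.010 for MET in Hermes 3A cells. The SMARCA4 difference between lines with shBRG1 was 0.077 with DESeq2, 0.19 with at least 10 counts in every sample, 0.27 with library sizes only, 0.045 without a filter and -0.059 to 0.11 with a replicate left out. With a replicate left out, the differences between lines with shMITF were -0.048 to 0.29 for SMARCA4 and -0.18 to 0.27 for SMARCA2, and the log2 fold changes in Hermes 3A cells were -0.012 to 0.0064 for SMARCC2 with shBRG1, and -0.17 to 0.27 for SMARCA2 and -0.24 to 0.58 for SOX10 with shMITF.

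Low counts limit the up-regulated genes most: 65.7% of those with shBRG1 in 501Mel and 61.9% in Hermes 3A cells had fewer than 100 counts on average.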

Differences from the paper's values

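For shBRG1 in 501Mel cells, the paper's supplement gives PTGDS a log2 fold change of -6.32 against -8.33 here. None of the alternatives set before the data were examined closed the gap, and they ran from -10.03 to -7.78. PTGDS had 1, 0 and 0 counts in the shBRG1 replicates. The size of its fall is therefore not fixed by the counts, and this gap cannot be interpreted. For EXOC3L1 the paper's value is -7.33 and the value here is -7.71. Among the alternatives set before the data were examined, library sizes in place of TMM normalization gave -7.37, within the spread between replicates of the paper's value, and the others, from -7.85 to -6.97, did not.

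For shMITF in 501Mel cells, the paper's log2 fold change of TGFB2 is -4.06 against -4.87 here, and none of the alternatives set before the data were examined closed the gap (-5.45 to -4.68).

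The paper's text states that IL8 was not induced upon BRG1 silencing in 501Mel cells, and its supplement and figure list it as up-regulated; here it had a log2 fold change of 1.82 with shBRG1 (adjusted p = 1.5e-15), higher in all 3 shBRG1 samples than in all 3 scramble samples. The paper lists PDGFD among the factors induced by both knockdowns; here it had a log2 fold change of -1.92 with shBRG1 (adjusted p = 2.4e-14). CTGF, CYR61 and NOV are on the paper's list of factors induced by shMITF; here they rose by 2.02, 2.74 and 2.63 on the log2 scale, with adjusted p of 0.066, 0.16 and 0.166. Each was past an adjusted p of 0.05 with DESeq2, with the replicate block and with all groups of the line in one fit, which were set before the data were examined.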

Other observations

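The tests of a batch between the scramble groups and of normalization for ACTB were chosen only after the result had been seen.

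Other divisions of the samples were tried for each comparison of 3 samples against 3, which allow 10 divisions, so that a share under 0.05 cannot be reached. Of these, 4 part as many same-numbered pairs as the real one, and the other 6 part fewer. Only the real division, 1 of the 4, gave as many down- or up-regulated genes for shBRG1 in 501Mel cells, and the same held for shBRG1 and for shMITF in Hermes 3A cells. It was also the only one of the 4 with a median log2 fold change as large for ZNF genes in 501Mel cells, where the other divisions gave from -0.29 to 0.27. The same held for the medians with shBRG1 in Hermes 3A cells: for pigmentation genes the other divisions gave from -0.18 to 0.19, and for cholesterol genes from -0.20 to 0.21. Every other division puts samples of both groups on each side. Smaller values therefore follow wherever the groups differ, whatever the cause, and these divisions show no more than that difference. The 501Mel shMITF comparison, with 2 samples per group, was left out.

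The scramble groups of 501Mel cells differed from each other. Compared with shSCR1, shSCR2 had 3938 genes lower and 2344 higher past an adjusted p of 0.05 and an absolute log2 difference of 1, 33.0% of the 19056 tested. Normalized together, MITF had 575 ± 54.0 CPM with shSCR1 (SD, n = 3) and 1117 ± 97.8 CPM with shSCR2 (SD, n = 2). With every sample thinned to the smallest library, 5352 genes passed these thresholds, 85.2% of the number before. Library size therefore does not account for most of this number. Across genes the difference tracked GC content with a Spearman's rho of -0.302, just past the bound of 0.3 set before, and transcript length with a rho of 0.0462. GC content may therefore account for part of the difference. The deposited data list 3059 genes for shSCR1 that are not listed for shSCR2, and 2302 the other way. Batch and scramble group cannot be told apart with these samples. The paper does not report this comparison. Since each knockdown was compared with its own scramble group, values should not be compared across these pairs.

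More genes had counts with shBRG1 than with shSCR1 in 501Mel cells. At equal depth, between 31539 and 31728 genes had at least 1 count in the shBRG1 samples and between 27618 and 28017 in the shSCR1 samples, a gap of 3522 genes between the lowest shBRG1 and the highest shSCR1 sample. If genomic DNA were the source, the gain would grow with transcript length; Spearman's rho across genes with a mean of under 5 counts with shSCR1 was 0.153, between the bounds set for and against this. The number of olfactory receptor genes with counts, a marker of background reads, rose 2.0 times at equal depth, against 1.14 times for all genes. The value lies exactly at the bound over which background reads would have been taken as a candidate source, and not over it. A wider transcription of silent genes after loss of BRG1 may be considered, but it cannot be told apart from background reads in the shBRG1 libraries.

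ACTB rose with shBRG1 in 501Mel cells, from 1623 ± 119.8 to 2815 ± 88.7 CPM (SD, n = 3 each), a log2 fold change of 0.79 (adjusted p = 3.9e-12 from edgeR's quasi-likelihood test), higher in all 3 shBRG1 samples. The paper normalized its RT-qPCR to Actin. With library sizes in place of TMM the log2 fold change was 1.14, so TMM did not produce the rise. POTE and ACTB-like genes listed in the files held 0.812% of the counts of ACTB, too few to account for it. ACTG1, a close paralog, was left out of that sum, and reads shared with it were not tested. The rise depends on the scramble group: with all groups normalized together, ACTB had 1389.6 ± 99.3 CPM with shSCR1 and 2523 ± 77.4 CPM with shBRG1 (SD, n = 3 each), and 2633 ± 399 CPM with shSCR2 (SD, n = 2). With pooled scramble controls the log2 fold change was 0.39, not past an adjusted p of 0.05. The rise cannot be told apart from a difference between the scramble groups.

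For the rise of ZNF genes with shBRG1 in 501Mel cells, the median log2 fold change among ZNF genes with at least 10 counts in every sample was 0.87, and among all tested ZNF genes it lay at the 100.0 percentile of random lists matched on expression, GC content and length, so neither low counts nor these properties account for it. Reads shared between ZNF paralogs cannot be tested directly from counts. The 23 most expressed ZNF genes had a median of -0.085. A median at or under 0 had been set beforehand as what shared reads would give, but it could as well speak against them, since reads gained by weakly expressed members would have to come from members that rose. This check therefore does not tell, and the rise cannot be told apart from shared reads. With shBRG1 in Hermes 3A cells the median of ZNF genes was 0.18, and with shMITF in 501Mel cells -0.029.

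The effects of shBRG1 and shMITF in Hermes 3A cells share their scramble samples. With different scramble samples for each, Spearman's rho across genes was 0.414 on average, from 0.396 to 0.427 over 6 assignments, against 0.459 with shared samples. This takes out the noise of single shSCR replicates only; what sets the whole shSCR group apart stays in both effects, and its part in the resemblance was not tested.

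Of 1262 genes on the paper's list of genes annotated to MAREs, 1006 were tested with shMITF in 501Mel cells. Of those tested, 65 (6.46%) were down-regulated, against 3.22% of the other genes (odds ratio 2.08, p = 5.9e-07, two-sided Fisher's exact test). Another 68 (6.76%) were up-regulated, against 5.52% (p = 0.104, Fisher's exact test). With shBRG1, 351 of 1054 (33.3%) were down-regulated, against 16.5% (p = 8.3e-38, Fisher's exact test). The paper's text associates more genes with MAREs than this list holds, and MARE genes missing from it count among the other genes. On the paper's BRG1-bound lists for 501Mel cells, 10.9% of the listed down-regulated genes were down-regulated by shBRG1 in Hermes 3A cells, against 10.8% of the down-regulated genes not listed (p = 0.907, two-sided Fisher's exact test).

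The spread between replicates, as edgeR's common biological coefficient of variation, was 4.58% for shSCR1, 4.65% for shBRG1, 16.5% for shSCR2 and 17.4% for shMITF in 501Mel cells, and 5.50% for shSCR, 5.88% for shBRG1 and 28.6% for shMITF in Hermes 3A cells.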
